# Dissecting 16p11.2 hemi-deletion to study sex-specific striatal phenotypes of neurodevelopmental disorders

**DOI:** 10.21203/rs.3.rs-2565823/v1

**Published:** 2023-02-17

**Authors:** Ted Abel, Jaekyoon Kim, Yann Vanrobaeys, Zeru Peterson, Benjamin Kelvington, Marie Gaine, Thomas Nickl-Jockschat

## Abstract

Neurodevelopmental disorders (NDDs) are polygenic in nature and copy number variants (CNVs) are ideal candidates to study the nature of this polygenic risk. The disruption of striatal circuits is considered a central mechanism in NDDs. The 16p11.2 hemi-deletion (16p11.2 del) is one of the most common CNVs associated with NDD, and 16p11.2 del/+ mice show sex-specific striatum-related behavioral phenotypes. However, the critical genes among the 27 genes in the 16p11.2 region that underlie these phenotypes remain unknown. Previously, we applied a novel strategy to identify candidate genes associated with the sex-specific phenotypes of 16p11.2 del/+ mice and identified 3 genes of particular importance within the deleted region: thousand and one amino acid protein kinase 2 (*Taok2*), seizure-related 6 homolog-like 2 (*Sez6l2*), and major vault protein *(Mvp)*. Using the CRISPR/Cas9 technique, we generated 3 gene hemi-deletion (3g del/+) mice carrying null mutations in *Taok2, Sez6l2,* and *Mvp*. We assessed striatum-dependent phenotypes of these 3g del/+ mice in behavioral, molecular, and imaging studies. Hemi-deletion of *Taok2, Sez6l2,* and *Mvp* induces sex-specific behavioral alterations in striatum-dependent behavioral tasks, specifically male-specific hyperactivity and impaired motivation for reward seeking, resembling behavioral phenotypes of 16p11.2 del/+ mice. Moreover, RNAseq analysis revealed that 3g del/+ mice exhibit gene expression changes in the striatum similar to 16p11.2 del/+ mice, but only in males. Pathway analysis identified ribosomal dysfunction and translation dysregulation as molecular mechanisms underlying male-specific, striatum-dependent behavioral alterations. Together, the mutation of 3 genes within the 16p11.2 region phenocopies striatal sex-specific phenotypes of 16p11.2 del/+ mice, unlike single gene mutation studies. These results support the importance of a polygenic approach to study NDDs and our novel strategy to identify genes of interest using gene expression patterns in brain regions, such as the striatum, which are impacted in these disorders.

## Introduction

Neurodevelopmental disorders (NDDs) are highly heritable polygenic disorders^1–3^. Although various studies have identified genetic variants associated with NDDs, it is still unclear how sets of genes interact with each other to impact the function of distinct neuronal circuits, ultimately resulting in behavioral phenotypes. Copy number variants (CNVs) are ideal candidates to define polygenic mechanisms underlying NDDs. CNVs show high effect sizes and include multiple genes^4–6^, allowing for the investigation of how multiple genes act together to cause vulnerability for NDD phenotypes. Although it is possible to study a single genetic variant at a time, currently there is no established strategy to identify and examine the effects of a group of candidate genes on distinct phenotypes.

16p11.2 hemi-deletion (16p11.2 del), one of the most common CNVs associated with NDDs^7 8^, mediates several phenotypes, including reward processing and motor activity via alterations in striatal circuits^8–13^. Striatal dysfunction, in turn, has been observed in patients across various NDDs such as autism spectrum disorders (ASD) and attention deficit hyperactivity disorder (ADHD)^14–25^. in humans, NDDs exhibit a male preponderance with males outnumbering females by 2 to 4 fold^26–29^. Consistent with this, female sex was a protective factor for 16p11.2 del carriers^13^. Of note, mice modeling 16p11.2 hemi-deletion (16p11.2 del/+ mice) show several sex-specific phenotypes^9 111 30^, including male-specific deficits in behaviors heavily dependent on striatal circuits, such as reward processing and motivation^10^. Male-specific alterations in peristriatal fiber tracts found in 16p11.2 del/+ mice could be a neuroanatomical correlate of these behavioral changes^31^. Thus, 16p11.2 del/+ mice provide a promising model to study male-specific striatal vulnerability.

These findings indicate that mice modeling 16p11.2 del are robust translational models for studying the role of male-specific vulnerability to striatal circuits in NDDs, but little is known about the genetic mechanisms underlying the sex-specific male vulnerability or female resilience of 16p11.2 del. One particularly puzzling riddle is which of the 27 genes in the deletion contribute to these distinct sex-specific phenotypes. Single gene studies have replicated partial phenotypes of the 16p11.2 del phenotypes^32–37^, however, these approaches are unable to examine synergistic combinatorial effects of multiple genes in this locus. Recent work underscores the idea that multiple genes within the 16p11.2 region may exhibit significant polygenic influences more broadly in ASD, thus establishing the 16p11.2 region as a source of both common and rare genetic variation^38^. One major obstacle for the identification of synergistic oligo-or polygenic effects for a given CNV is the lack of established strategies to identify and select candidate genes. Here, we build on the findings of a previous study from our lab that used a novel strategy to identify candidate genes based on their spatial expression patterns^31^. We selected a set of genes with expression patterns that overlapped with male-specific structural changes in striatal circuits in 16p11.2 del/+ mice to determine if haploinsufficiency of this set of genes might drive the striatum-related sex-specific behavioral phenotypes of 16p11.2 del/+ mice. These genes are thousand and one amino acid protein kinase 2 (*Taok2*), seizure-related 6 homolog-like 2 (*Sez6l2*), and major vault protein *(Mvp)*. Previous studies have indicated the relevance of each of these three genes for neuronal development. *Taok2* has been associated with spine maturation and the stabilization of post-synaptic densities^33, 34,39^, and *Sez6l2* has been implicated in the regulation of neurite outgrowth^40, 41^. *Mvp is* highly expressed in developing neurons, especially the dendrites of cortical neurons^42, 43^. However, sex-specific phenotypes have not been reported in mice carrying deletions of any of these single candidate genes^33, 35, 44^.

Considering the polygenic nature of NDDs, we hypothesized that the combination of mutations in these three candidate genes would give rise to the sex-specific phenotypes observed in 16p11.2 del/+ mice. Mice carrying mutations in all three genes cannot be produced by crossing existing single gene KO mice because of the close proximity of these genes in the genome. Therefore, we used the CRISPR/Cas9 system to develop a novel mouse model with the simultaneous hemi-deletion of these 3 candidate genes to investigate whether the combinatorial effect of these genes mediates sex-specific striatal behavioral phenotypes and transcriptomic alterations. We investigated the impact of the combinatorial effect of these genes on behavior, gene expression, and brain structure. We found that the 3 gene mutations led to sex-specific changes in behavior, specifically hyperactivity and reduced motivation for reward in males. We also found that the mutations led to similar changes in gene expression in the striatum as 16p11.2 del/+ mice in males and analysis indicates that ribosomal dysfunction could be responsible for these behavior alterations. Overall, these results highlight the value of a polygenic approach in the study of NDDs and offers fresh insights into the dissection of CNVs to identify genes of interest.

## Methods And Materials

### Animals

All procedures were approved by the University of Iowa institutional Animal Care and Use Committees (IACUC), and we followed policies set forth by the National institutes of Health Guide for the care and use of laboratory animals. Mice with a selective hemi-deletion (3g del/+ mice) were generated at the Genome Editing Core of the Carver College of Medicine at University of Iowa using CRISPR/Cas9-induced gene modifications. 16p11.2 del/+ mice were purchased from The Jackson Lab (#013128). Male and female littermate animals (10–14-week-old) during the same time period were used in all experiments unless otherwise specified.

Detailed methods and materials involving animals, behavioral tests, MRI imaging, biochemical experiments, and analyses are provided in the supplement document.

### Generation of 3g del/+ mice

C57BL/6J male mice were bred with super-ovulated females to produce zygotes for electroporation. Female ICR mice were used as recipients for embryo transfer. Cas9 RNPs and the electroporation mix were prepared. Pronuclear-stage embryos were collected using methods previously described^45^. Electroporation was performed and embryos were immediately implanted into pseudo-pregnant ICR females.

### Behavioral tasks

#### Activity monitoring

Mice locomotor activity was measured by activity monitoring using an infrared beam-break system (Opto M3, Columbus Instruments, Columbus, OH) as previously described^9, 46^.

#### Operant task

Mice were allowed to acclimate to a 0900–2100 hours reversed light cycle one week prior to obtain food-restricted weights of 85–90% of free-feeding weights. Chocolate flavored Ensure Original Nutrition Shake (Abbott) diluted to 50% with water was used as a reinforcer. Fixed ratio (FR) responses per day for each animal were recorded and analyzed using a repeated measures ANOVA with genotype as the between-subject factors and day as the within-subjects factor, as previously described^10^, using GraphPad 9. For progressive ratio (PR), average breakpoints were assessed by unpaired t-tests using GraphPad 9.

### RNA quantification in striatal samples

RNA isolation was conducted as previously described^10^. The striatum was dissected bilaterally using a mouse brain matrix allowing 1 mm sections. The tissue was stored in RNAlater, then RNA was extracted using Qiagen RNeasy kit (Qiagen) according to the manufacturer’s instructions. cDNA was synthesized and Quantitative real time polymerase chain reaction (qPCR) was performed. The specific RNA expression was calculated using GraphPad Prism 9 (San Diego, CA, USA).

### RNA-seq

#### Library preparation

RNA quality was assessed and samples with RNA integrity number (RIN) > 8 were used to perform RNA-seq. RNA library preparation from WT mice (n = 8 samples, 4 males and 4 females) and 3g del/+ mice (n = 8 samples, 4 males and 4 females) for 3g del/+ mice and WT mice (n = 8 samples, 4 males and 4 females) and 16p11.2 del/+ mice (n = 8 samples, 4 males and 4 females) for 16p11.2 del/+ mice were prepared using the Illumina TruSeq Stranded Total RNA with Ribo-Zero gold sample preparation kit (Illumina, Inc., San Diego, CA). Pooled libraries were sequenced on Illumina NovaSeq 6000 sequencers with 100-bp Paired-End chemistry (Illumina). The dataset is available in the NCBI’s Gene Expression Omnibus repository, GEO Series accession GSE224750.

#### RNA-seq analysis

Sequencing data was processed with the bcbio-nextgen pipeline (https://github.com/bcbio/bcbio-nextgen). All further analyses were performed using R (version 4.1.2). Analysis code available through Github at https://github.com/YannVRB/16p11.2-del-and-3gKO-bulk-RNA-seq.git

### Acquisition and analysis of diffusion-weighed MRI data sets

#### Image acquisition

Male and female mice at an age of PD 42–47 (6-week-old), 70-day-old (10-week-old), or 114–118-day-old (16-week-old) were imaged using a GE/Agilent Discovery 901 7-Telsa pre-clinical scanner. MRI imaging acquisition consisted of a 32-direction diffusion tensor imaging (DTI) scan.

#### Image preprocessing and TBSS analysis

Diffusion-weighed images were converted from DICOM to NIFTI format using DCM2NIIX and controlled for quality. We generated fractional anisotropy (FA) data set. Voxel-wise statistical analysis was performed on the FA data using a version of Tract-Based Spatial Statistics (TBSS), as previously described^31^. Briefly, mean FA images were created and aligned FA data was projected onto the mean FA skeleton. Voxel-wise cross-subject statistics (threshold-free cluster enhancement (TFCE) at p < 0.05) were performed.

## Results

### Generation of 3 gene hemi-deletion mice

We generated mice with a simultaneous hemi-mutation in each of the 3 candidate genes (*Taok2, Sez6l2,* and *Mvp)* using CRISPR/Cas9-induced gene modifications to introduce a premature stop codon in the coding region of each gene (Fig. 1A and B). The targeting modification was designed to activate nonsense-mediated mRNA decay (NMD) for specific degradation of transcripts of each of the genes. For *Taok2,* a 10 bp deletion and inversion of part of the 9 bp deleted sequence were introduced in exon 2, creating a premature stop codon in exon 4 (Fig. 1C and Figure S1A). We introduced a 17 bp deletion in exon 2 of *Sez6l2to* generate a frame shift mutation causing a premature stop codon in exon 3 (Fig. 1D and Figure S1B). We made a 1 bp insertion in exon 2 of the *Mvp* gene to generate a premature stop codon in exon 2 (Fig. 1E and Figure S1C). Sanger DNA sequencing was performed to confirm the modification in several brain regions (cortex, cerebellum, and striatum) and peripheral tissues (ear and tails). The results verified a successful modification of the candidate genes. To validate the impact of these modifications on expression levels, we analyzed mRNA levels of the target genes (*Taok2, Sez6l2,* and *Mvp)* and nearby genes (*Hirip3, Tmem219, AsphdT, Cdipt,* and *Prrt2)* in the striatum. These results confirmed that the gene modifications decreased mRNA levels of each of the 3 target genes, but did not alter the expression of nearby genes (Fig. 1F–H and Figure S2). No significant fatalities of 3g del/+ pups were found (Figure S3A). Interestingly, we found a reduction in body weight in male 3g del/+ mice compared to sex- and age-matched wildtype (wt) mice at the age of 7 weeks (Figure S3B), resembling 16p11.2 del/+ male mice that show decreased body weight compared to wt mice^11 47, 48^. However, the weight change was not found in female 3g del/+ mice (Figure S3B), unlike 16p11.2 del/+ female mice that have lower body weight than wt female mice^11^.

### Male-specific striatum-dependent behavioral alteration in 3 gene hemi-deletion mice

We first focused on behaviors mediated by striatal networks in the 3g del/+ mouse model, as the three candidate genes were chosen based on the overlap between their expression patterns and structural alterations in striatal circuits of 16p11.2 del/+ mice^31^. In particular, we wanted to investigate whether 3g del/+ mice would exhibit hyperactive behavior and deficits in reward learning and motivation as observed in 16p11.2 del/+ mice^9,10^. First, we examined locomotor behavior in 3g del/+ mice using activity monitoring in the home-cage across the 24-hour cycle with an infrared beam-break system, as in previous experiments with 16p11.2 del/+ mice^9^. Interestingly, male 3g del/+ mice displayed increased locomotor activity (Fig. 2A), but female mice did not (Fig. 2B). When activity was analyzed across the light/dark cycle, we found significantly increased activity in the dark (active) phase (Fig. 2C) for male 3g del/+ mice, but not female 3g del/+ mice (Fig. 2D). Although female 3g del/+ mice show a trend of hyperactive behavior with a significant behavioral difference in a few time slots, they did not fully recapitulate the hyperactivity observed in 16p11.2 del/+ females^9^. These results point to the significance of our 3 candidate genes in the regulation of locomotor behavior regulation in male mice, phenocopying hyperactive behaviors of 16p11.2 del/+ mice. In addition, motor coordination and balance of 3g del/+ mice was evaluated in the rotarod test. 3g del/+ mice showed similar performance to wt mice in both sexes (Figure S4), suggesting that hyperactivity in male 3g del/+ mice is not linked to alterations in motor performance, coordination, or learning.

Next, we investigated 3g del/+ mice using the operant reward learning task. After mild food restriction, 3g del/+ and wt mice were trained on a fixed-ratio task (FR) in mouse operant chambers. The 3g del/+ mice and wt mice showed similar weight changes after food restriction regardless of sex (Figure S5). In the FR task, 3g del/+ mice did not show differences in reward learning compared to wt mice for both sexes (Fig. 2E and G), suggesting that the learning of reward-stimuli association is unaltered. A week after FR training, we tested motivation to obtain a reward using a progressive ratio schedule (PR). Interestingly, male 3g del/+ mice showed a decreased break point for the PR compared to male wt mice (Fig. 2F), suggesting diminished motivation to work for reinforcement. However, female 3g del/+ mice showed no difference compared to wt females (Fig. 2H). These results reveal that only male 3g del/+ mice exhibit reduced motivation to work for reinforcement. This finding is consistent with 16p11.2 del/+ mice^10^, which show a male-specific impairment in motivation. In sum, the data from our behavioral characterization suggest that our selective 3 gene hemi-deletion phenocopies distinct male-specific behavioral phenotypes that critically depend on striatal circuits. We examined other behavioral phenotypes of the 3g del/+ mice including the open field task and social approach task, revealing male-specific reduced anxiety-like behavior and normal sociability of 3g del/+ mice (Figure S6).

### Transcriptomic changes in 3 gene hemi-deletion mice in the striatum

Patterns of gene expression are essential in mediating complex behaviors, including cognition, affective processing, and addiction^49–51^. Identifying transcriptomic changes in the striatum of 3g del/+ mice may help us understand the mechanisms underlying the behavioral phenotypes. 

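RNA from the striatum of 16 mice of the 3g line was sequenced, with 4 libraries each from del/+ males, wt males, del/+ females and wt females. By the paper's description the libraries were prepared with ribosomal RNA depletion, and the authors counted reads with the bcbio-nextgen pipeline. The values used here are their whole-number counts per Ensembl gene, without normalization. The total count per library was between 11711099 and 39716416 in del/+ males (median 30263208) and between 39301819 and 55912622 in wt males (median 42662533). It was between 24332636 and 36821127 in del/+ females (median 31774594) and between 42289823 and 65529807 in wt females (median 46858728), so every del/+ female library had fewer counts than every wt female library. The paper's text does not name the test or the threshold behind its DEGs and refers to a supplement and a code repository, which were not used here. Each sex was therefore analysed separately with edgeR, using TMM normalization, its default filter on low counts, a quasi-likelihood test of del/+ against wt and a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. The filter left 19081 genes in males and 19024 in females. Expression levels are given as CPM, counts scaled to library size after TMM normalization within each comparison of 8 libraries.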

To determine the transcriptomic consequences of our selective 3g hemi-deletion, we compared gene expression between male and female 3g del/+ and wt mice using RNA sequencing. 

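The genes targeted in this line lie near one another on chromosome 7 of GRCm38. Taok2 (ENSMUSG00000059981) spans 126865674 to 126886296, Sez6l2 (ENSMUSG00000030683) 126950495 to 126970610 and Mvp (ENSMUSG00000030681) 126986860 to 127014594. Sez6l2 was at 215 ± 13.6 CPM in del/+ males and 320 ± 25.6 CPM in wt males (SD, n = 4 each). Its log2 fold change was -0.57 (standard error 0.083, adjusted p = 0.807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave it an adjusted p of 3.88e-05 in males, edgeR called it in males with all 16 libraries of the line in the fit or with 2 RUVs factors, and the adjusted p with single libraries left out in edgeR ran from 0.142 to 1.00. In females Sez6l2 was at 212 ± 9.82 CPM in del/+ and 298 ± 14.1 CPM in wt mice (SD, n = 4 each), a log2 fold change of -0.49 (standard error 0.044, adjusted p = 0.00336 from the edgeR test). In both sexes every del/+ library was below every wt library (2-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Mvp, at 6.31 ± 0.997 CPM in del/+ males and 8.21 ± 0.777 CPM in wt males (SD, n = 4 each), had a log2 fold change of -0.37 (adjusted p = 0.974, edgeR), and in females it had one of -0.48 (adjusted p = 0.0663, edgeR). The female adjusted p of Mvp passed 0.05 with DESeq2, without the filter on low counts, with 2 RUVs factors, and without del/+ female 37 or wt female 39. Taok2 was at 184 ± 15.7 CPM in del/+ males and 187 ± 3.22 CPM in wt males (SD, n = 4 each), a log2 fold change of -0.021 (standard error 0.076, adjusted p = 0.986, edgeR). This became 0.024 without del/+ male 25. In females the Taok2 log2 fold change was -0.024 (adjusted p = 0.820, edgeR).

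**Figure D1:**
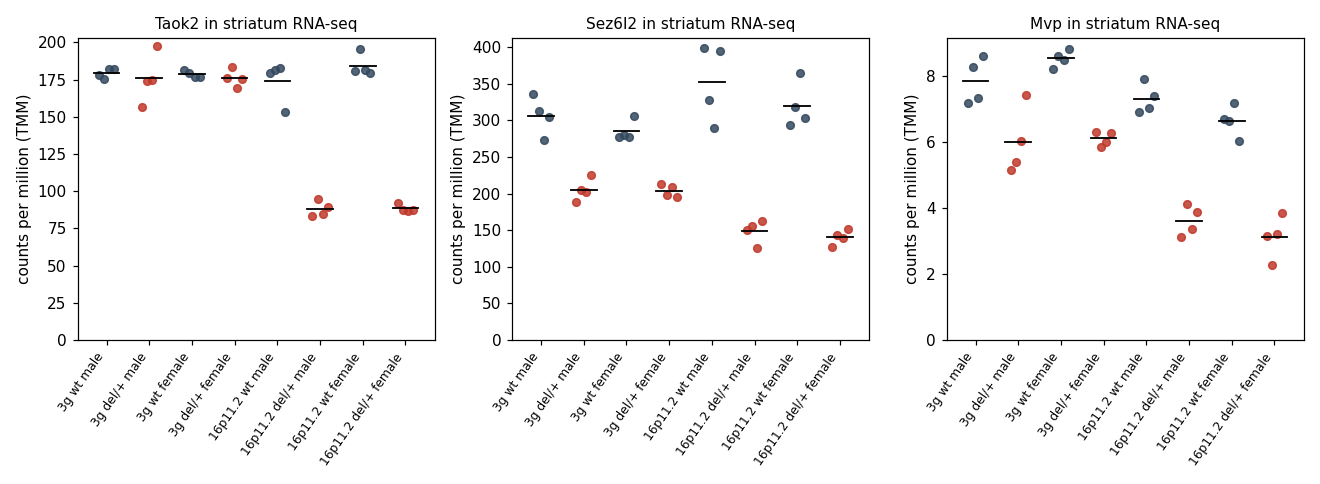
Normalized counts (CPM) of Taok2, Sez6l2 and Mvp in each of the 32 RNA-seq libraries, TMM-normalized over all libraries of both lines together, with 1 point per library and a line at the mean of each group of 4. In the 3g line the del/+ libraries lie below the wt libraries for Sez6l2 and overlap them for Taok2, whereas in the 16p11.2 line they lie below the wt libraries for all 3 genes.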

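Across all genes, edgeR's quasi-likelihood test called 0 of 19081 genes in 3g males, where 274 genes had an unadjusted p under 0.05 and DESeq2 called 1 gene, Sez6l2. Leaving out wt male 24 gave 1 call in males, the pseudogene Smt3h2-ps, which is named here after its value was seen. In 3g females edgeR called 1 of 19024 genes, Sez6l2, with 2098 genes at an unadjusted p under 0.05. Among the alternatives at the same threshold, leaving out wt female 39 moved the female count most, to 175 genes, of which 122 were higher and 53 lower in del/+ mice. Without del/+ female 37 the count was 18, and DESeq2 called 109 genes with all libraries.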

Our analysis revealed 817 genes differentially expressed between 3g del/+ and wt males in the striatum, and 346 genes differentially expressed between 3g del/+ and wt females in the striatum (Fig. 3A, Table S1 and S2). Only 36 differentially expressed genes (DEGs) were shared between male and female 3g del/+ mice (Fig. 3A, Table S5), suggesting that distinct transcriptomic changes in the striatum between male and female 3g del/+ mice may underlie the sex-specific alterations in striatal behavior.

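Of 18733 genes tested in both sexes of the 3g line, edgeR with Benjamini-Hochberg adjustment called 0 in both, while DESeq2 called 1 in both, Sez6l2. At an unadjusted p under 0.05, 46 genes were shared, against 29.5 expected (1-sided exact hypergeometric test, p = 0.00153, adjusted over the 4 overlaps tested p = 0.00246). Of these 46 genes, 42 changed in the same direction in both sexes. Without wt male 17 the shared number at the unadjusted threshold was 132, against 62.2 expected (same exact test, p = 1.49e-17), and 121 of these changed in the same direction. Without wt male 24 the shared number was 32, against 31.4 expected (same exact test, p = 0.482). It was 30 without del/+ male 27, against 17.6 expected (exact p = 0.00243). A test of the difference between the sexes, the genotype by sex interaction over all 16 libraries, called 0 of 19830 genes in edgeR and 0 in DESeq2, with 533 genes at an unadjusted p under 0.05 in edgeR. From the small number of DEGs shared by the sexes in Fig. 3A, the paper proposes different transcriptomic changes in males and females as a possible basis of the differences in striatal behavior.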

Next, we compared the transcriptomic signatures of our 3g hemi-deletion to the16p11.2 deletion. 

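In the same way, striatum RNA of 16 mice of the 16p11.2 line was sequenced, with 4 libraries each from del/+ and wt mice of either sex. These del/+ mice carry 1 copy of the chromosome 7 region that corresponds to human 16p11.2. The authors' counts per gene cover the same gene list as in the 3g line. Total counts were between 28477114 and 41183107 in del/+ males (median 33078306), 31442516 and 38689774 in wt males (median 34415864), 31214819 and 37243065 in del/+ females (median 36878296), and 26592767 and 41300015 in wt females (median 35964598). The processing was the one used for the 3g line and left 17957 genes in males and 18067 in females. The library labelled 16p11.2 del/+ female 1 had 38.5 CPM of the Y-linked gene Ddx3y, which was at 0 in the other 3 libraries labelled del/+ female, and 0.462 CPM of Xist, which was at 326 CPM or more in every other library labelled female. It was analysed under its label. Its omission left 22 calls in females in place of 26.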

We performed RNA-seq from the striatum of 16p11.2 del/+ mice and littermate controls. We found 881 DEGs between male 16p11.2 del/+ mice, and 127 DEGs in 16p11.2 females with 42 overlapping DEGs, both compared to littermate controls (Fig. 3B, Table S3, S4, and S6). 

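In males edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 19 genes of 17957, 17 lower and 2 higher in 16p11.2 del/+ mice. All 17 lower genes start within 0.5 Mb of Taok2, and their log2 fold changes lay between -1.24 and -0.97 (median -1.12). The 2 higher genes were the coat color genes a and Tyr. In females 26 genes of 18067 were called, 20 lower and 6 higher, of which 19 start within 0.5 Mb of Taok2 and were all lower (log2 fold changes between -1.24 and -0.82, median -1.06). The 7 other genes in females were a, Tyr, Gm9855, Gm15920, Gm44677, Cfap54 and Tdg, and those of the male and female lists that were not fixed beforehand are named here after their values were seen. DESeq2 called 37 genes in males and 49 in females, and the counts at an unadjusted p under 0.05 were 1045 and 808. Apart from that threshold, DESeq2 moved both counts most. Taok2 fell from 169 ± 13.5 CPM in wt males to 85.6 ± 5.23 CPM in del/+ males (SD, n = 4 each), a log2 fold change of -0.98 (standard error 0.092, adjusted p = 0.000989, edgeR), and its log2 fold change in females was -1.06 (adjusted p = 8.29e-06, edgeR). Sez6l2 had log2 fold changes of -1.24 in males (adjusted p = 0.00162, edgeR) and -1.19 in females (adjusted p = 4.06e-05, edgeR). For Mvp they were -1.01 (adjusted p = 0.0380, edgeR) and -1.09 (adjusted p = 0.0250, edgeR), and with single libraries left out the adjusted p of Mvp in males was between 0.0586 and 0.226. In females it passed 0.05 only without del/+ female 2 or 4 and was between 0.0625 and 0.109 with any other library left out.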

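Among the other named genes of the region, Kctd13, Asphd1, Cdipt, Mapk3, Coro1a and Hirip3 passed the adjusted threshold of edgeR in both sexes of the 16p11.2 line, with log2 fold changes between -1.24 and -0.90. The adjusted p of Hirip3 in males (0.0124 with all libraries) was above 0.05 and at most 0.0757 without del/+ male 1, 2 or 3 or wt male 2 or 3. Tmem219 had a log2 fold change of -0.90 in males (adjusted p = 0.219, edgeR), where DESeq2, all 16 libraries in the fit and 2 RUVs factors each gave a call, and -0.96 in females (adjusted p = 0.00912, edgeR). Prrt2, at 0.404 CPM in wt males, had a log2 fold change of 0.018 in males (adjusted p = 0.993, edgeR). This was -0.64 without del/+ male 4, -0.26 without wt male 4 and -0.10 without wt male 2. In females it was -0.91 (adjusted p = 0.998, edgeR). In the striatal lysate RNA of other 16p11.2 males, edgeR called Prrt2, lower in del/+ mice. The male RNA-seq value, at so low a level, therefore does not show that Prrt2 is unchanged. The expression of a was at 0 counts in every wt male and between 1.82 and 2.06 CPM in del/+ males, and Tyr rose from 0.0522 ± 0.0728 CPM to 4.99 ± 2.27 CPM (SD, n = 4 each). Of 17667 genes tested in both sexes, 19 were called in both by edgeR, against 0.0269 expected (1-sided exact hypergeometric test, p = 4.38e-59, adjusted over the 4 overlaps p = 1.75e-58), and 24 by DESeq2. All 19 changed in the same direction, 17 of them downward, and these 17 start within 0.5 Mb of Taok2, so the deletion itself gives most of this overlap. The genotype by sex interaction in the 16p11.2 line was called for 0 of 18870 genes by edgeR and for 3 by DESeq2, with 818 genes at an unadjusted p under 0.05 in edgeR. The smallest adjusted p of DESeq2 was that of the Y-linked gene Kdm5d (1.82e-07), which was at 24.9 CPM in the library labelled del/+ female 1 and at 0 in every other library labelled female.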

We compared DEGs between 3g del/+ mice and 16p11.2 del/+ mice for each sex. Remarkably, there are 248 overlapping DEGs in the striatum of male 3g del/+ mice and male 16p11.2 del/+ mice (Fig. 3C, Table S7, p < 1.890e-112), but only 6 overlapping DEGs between female groups (Fig. 3D, Table S8, p < 0.093), supporting the hypothesis that the hemi-deletion of our 3 candidate genes plays an important role in male-specific striatal transcriptomic alterations and behavioral phenotypes observed in 16p11.2 del. Moreover, the quadrant plot of 248 DEGs indicates that all DEGs in common between 3g del/+ and 16p11.2 del/+ males change in the same direction without a single exception (Fig. 3E). These results strongly support the hypothesis that the 3 gene hemi-deletion largely shares its transcriptomic fingerprint with 16p11.2 deletion in the striatum of male mice. 

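Of 17706 genes tested in both male comparisons, 0 were called by edgeR's quasi-likelihood test in 3g males and in 16p11.2 males alike, and 1 was called in both by DESeq2, Sez6l2 (1-sided exact hypergeometric test, p = 0.00112). At an unadjusted p under 0.05 in edgeR, 26 genes were shared, against 14.0 expected (same exact test, p = 0.00184, adjusted over the 4 overlaps p = 0.00246). This number was 14 without 16p11.2 del/+ male 4 or without 16p11.2 wt male 1, and 56 without 3g wt male 34. Of 17741 genes tested in both female comparisons, edgeR called 1 in both, Sez6l2 (exact hypergeometric p = 0.00135, adjusted over the 4 overlaps p = 0.00271), and DESeq2 called 3. Sez6l2 is mutated in the 3g line and deleted in the 16p11.2 line by design, so the p of an overlap that consists of this gene says nothing about other genes, in either sex. Without 3g del/+ female 37 or without 3g wt female 39, edgeR called 2. At an unadjusted p under 0.05, 91 genes were shared between the female comparisons, against 88.5 expected (exact p = 0.402), and 52 of them changed in the same direction. Without 16p11.2 wt female 3 the number was 126, against 102.3 expected (exact p = 0.00732), with 89 in the same direction. Without 16p11.2 wt female 2 it was 102, against 85.4 expected (exact p = 0.0317), with 31 in the same direction. With any other single library left out the exact p was between 0.0678 and 0.883.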

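Across the 17706 genes, the log2 fold changes of 3g males and 16p11.2 males had a Pearson r of 0.387 and a Spearman rho of 0.484, and 70.8% of genes had the same sign in both. Genes are not independent replicates, so no p is given for these values. Without 3g wt male 17 the Pearson r was -0.013, and without 16p11.2 del/+ male 4 it was 0.183. With any other single male library left out it stayed between 0.310 and 0.440. Among the alternatives that kept all libraries, the omission of the filter on low counts moved r most, to 0.0487. In females r was 0.0186 and rho 0.0183, with 50.1% of 17741 genes of the same sign, and r was -0.00076 without the filter on low counts, -0.021 without 16p11.2 del/+ female 2 and -0.041 without 16p11.2 wt female 2. The position of each library between the lines was measured on the 11384 genes that differed between the wt females of the lines, with 0 at the mean of the 3g wt females and 1 at the mean of the 16p11.2 wt females. By this measure 3g wt male 17 lay at 0.849, and the other 15 libraries of the 3g line lay between -0.080 and 0.174. The library of 16p11.2 del/+ male 4 lay at 0.211, and the other 15 libraries of the 16p11.2 line lay between 0.818 and 1.25. From the number of DEGs shared by males against that shared by females, the paper proposes that the 3 candidate genes play an important part in the male-specific transcriptomic and behavioral changes of 16p11.2 del.

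**Figure D2:**
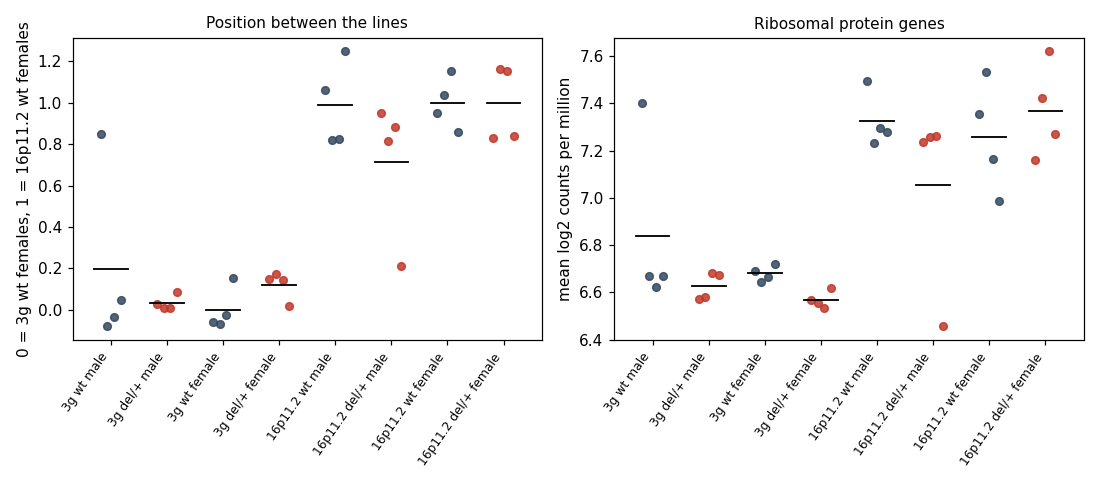
Position of each of the 32 libraries between the lines (left, 0 at the mean of 3g wt females and 1 at the mean of 16p11.2 wt females) and mean log2 CPM of 79 ribosomal protein genes (right), with 1 point per library and a line at each group's mean. One library of 3g wt males lies among the 16p11.2 libraries on both scales, and one library of 16p11.2 del/+ males lies near the 3g libraries.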

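With 0 genes shared between the male comparisons in edgeR at an adjusted p under 0.05, the direction was examined at an unadjusted p under 0.05, where all 26 shared genes changed in the same direction, 14 of them downward (R² of the log2 fold changes 0.925). Genes chosen for passing a threshold in both comparisons tend to have large fold changes in both. Without 3g wt male 17, 44 genes were shared at this threshold, 31 of them changed in the same direction, and R² was 0.200. Apart from Sez6l2, none of the 10 other genes named in the quadrant plot of Fig. 3E passed the adjusted threshold of edgeR in either male comparison. Their log2 fold changes had the same sign in both, positive for Tuba1c (0.36 in 3g and 0.71 in 16p11.2 males), Myo7a (0.23 and 1.99), Gm14150 (0.59 and 0.65), Rpl3-ps1 (0.29 and 1.40), Tmc4 (0.30 and 1.73), Col11a1 (0.27 and 1.70) and Gm16105 (0.39 and 1.32), and negative for Lars2 (-2.11 and -0.47), Mir6236 (-2.84 and -0.58) and Gm15564 (-2.41 and -0.46). Lars2 was at 409 ± 652 CPM in 3g wt males and 94.6 ± 23.1 CPM in 3g del/+ males (SD, n = 4 each, 2-sided exact permutation test, p = 0.743). Without 3g wt male 17 the 3g log2 fold change was 0.19 for Lars2, 0.52 for Mir6236, 0.15 for Gm15564, -0.018 for Tuba1c, -0.12 for Myo7a, -0.0062 for Rpl3-ps1, -0.023 for Tmc4 and -0.070 for Col11a1. Without 16p11.2 wt male 4, the 16p11.2 log2 fold change rose to 4.43 for Tuba1c (adjusted p = 0.0025, edgeR), 3.33 for Myo7a (adjusted p = 0.0034, edgeR), 3.36 for Gm14150 (adjusted p = 0.0050, edgeR) and 2.27 for Rpl3-ps1 (adjusted p = 0.0345, edgeR). Without 16p11.2 del/+ male 4 it was nearer 0 for Tmc4 (0.65), Col11a1 (0.52), Gm16105 (0.52), Lars2 (-0.075), Mir6236 (-0.17) and Gm15564 (-0.055). Tuba1c, Gm14150 and Rpl3-ps1 were also called in 16p11.2 males with 2 RUVs factors. Myo7a was at 12.7 CPM in that wt library and between 1.40 and 2.02 CPM in wt males 1 to 3, normalized over the libraries of both lines together.

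**Figure D3:**
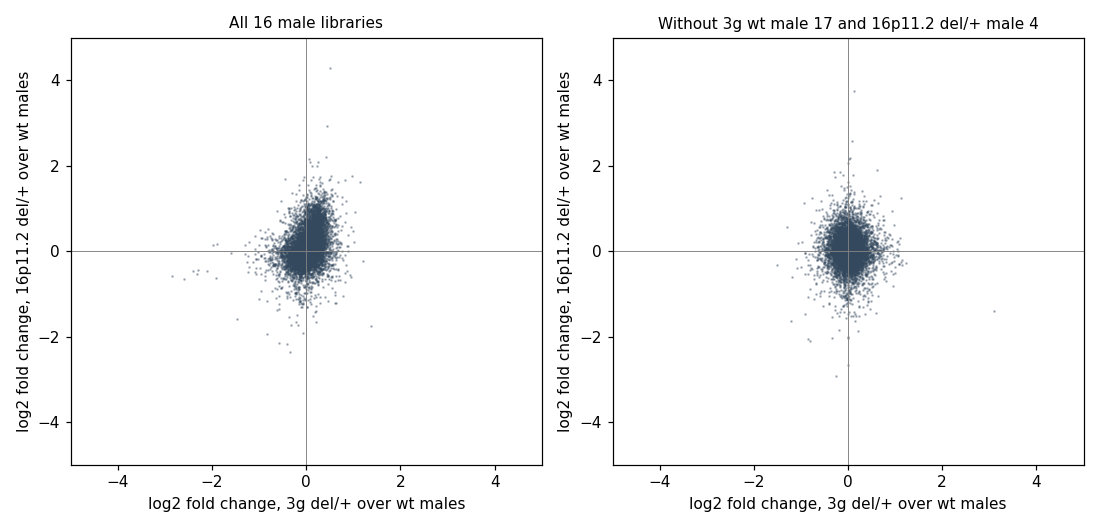
Log2 fold changes of del/+ over wt males in the 3g line (horizontal axis) and the 16p11.2 line (vertical axis), with 1 point per gene. On the left, all 16 male libraries and 17706 genes (Pearson r 0.387), and on the right, 17853 genes without 3g wt male 17 and 16p11.2 del/+ male 4 (Pearson r 0.0081).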

Next, we performed a KEGG enrichment pathway analysis to identify the molecular functions of the 248 overlapping male DEGs (Fig. 3F) to provide insights into potential mechanisms underlying male-specific, striatum-dependent behavioral alterations. The pathway analysis of these 248 overlapping DEGs revealed significant dysregulation of DEGs within ribosome-related pathways, with a total of 24 ribosomal genes downregulated in the male striatum of both 3g del/+ and 16p11.2 del/+ mice (Figure S7). Also, protein-protein interactions of the 248 DEGs were analyzed by a protein-protein interaction (PPI) network generated using the STRING database (Fig. 3G). This analysis also implicated genes coding for ribosomal proteins involved in the cellular process of translation. 

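A list of 79 cytosolic ribosomal protein genes was tested as a set, since 0 genes were called by edgeR in both male comparisons. In 3g males the median log2 fold change of the list was -0.24, and 77 of the 79 genes were lower in del/+ mice. The set test camera, with the correlation between genes estimated from the data (0.85), gave a 2-sided p of 0.196 (0.320 after adjustment over the 4 comparisons). In 16p11.2 males the median was also -0.24 with 76 genes lower (p = 0.240, adjusted 0.320, estimated correlation 0.835). In each of these male comparisons, edgeR with Benjamini-Hochberg adjustment called 0 of the 79 genes, both over all genes and adjusted over the list alone. At an unadjusted p under 0.05 it counted 0 in 3g and 2 in 16p11.2 males, and DESeq2 called 0 in both. The unadjusted count depended on the processing. In 3g males it was 22 with all 16 libraries in the fit, 15 without the filter on low counts and 15 with 2 RUVs factors. In 16p11.2 males it was between 1 (without wt male 1) and 8 (without the filter). No alternative gave a call after adjustment in either male comparison. Without 3g wt male 17 the 3g median was -0.025, and with any other library of that comparison left out it was between -0.32 and -0.23. Without 16p11.2 del/+ male 4 the 16p11.2 median was -0.079 with 66 genes lower, and 1 surrogate variable moved it most, to 0.00048. With camera's preset correlation of 0.01 the p was 4.86e-19 in 3g males and 2.09e-15 in 16p11.2 males, but neither call held with the estimated correlation or with the rotation test fry (p = 0.320 and 0.257).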

Further, an overrepresentation test in PANTHER displayed significant alterations in a translation-related pathway (FDR< 6.73E-17) in the striatum of male 3g del/+ and 16p11.2 del/+ mice (Fig. 3H). Together, our results indicate that changes of gene expression in ribosomal pathways linked to protein translation constitute the transcriptomic basis for striatal male vulnerability/female resilience to NDDs.

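The same 79 genes had a median log2 fold change of -0.11 in 3g females, with 76 genes lower in del/+ mice (camera with an estimated correlation of 0.379, p = 0.0281, adjusted over the 4 comparisons p = 0.112, fry p = 0.0045). Of these genes, edgeR with Benjamini-Hochberg adjustment called 0 over all genes tested and 50 adjusted over the list alone, with 50 at an unadjusted p under 0.05, and DESeq2 called 10 over all genes. Without 3g wt female 39 the median was -0.097 and the camera p was 0.0653. In 16p11.2 females the median was 0.11, 6 of the 79 genes were lower, and limma's camera gave a p of 0.392 before and after adjustment. The median was 0.019 without del/+ female 3 or without wt female 4. The difference of the genotype effect between males and females, tested for the set with camera and an estimated correlation, had a p of 0.580 in the 3g line and 0.151 in the 16p11.2 line. From the pathway, protein interaction and overrepresentation analyses of the DEGs shared by males, the paper proposes that expression changes in ribosomal pathways are the transcriptomic basis of the male vulnerability of the striatum.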

We also investigated whether DEGs in the male 3g del/+ and 16p11.2 del/+ mice showed any overlap with a database of candidate genes relevant to ASD using the SFARI Gene database. We found that 32 DEGs in 3g del/+ male mice overlapped with ASD risk genes (Fig. 3I, p < 9.838e-05), and 28 overlapping DEGs in 16p11.2 del/+ male mice overlapped with ASD risk genes (Fig. 3I, p < 3.608e-07). There were 9 genes that overlapped within all three categories: *DMPK, UBN2, CTTNBP2, TET2, UIMC1, PRPF39, DUSP15, GPX1, MSANTD2* (Fig. 3I, p< 0.00285).

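None of these 9 genes passed an adjusted p of 0.05 in edgeR in either male comparison, where their adjusted p was 0.974 in 3g males and between 0.742 and 0.751 in 16p11.2 males. In both comparisons, 8 of the genes were higher in del/+ mice and Gpx1 was lower. Msantd2 had the largest log2 fold change of them in 3g males, 0.45 (13.0 ± 3.55 CPM in wt and 17.8 ± 0.591 CPM in del/+ mice, SD, n = 4 each, 2-sided exact permutation test, p = 0.0286), and in 16p11.2 males it had one of 0.54 (exact permutation test, p = 0.200). Without 3g wt male 17 its 3g log2 fold change was 0.26. Prpf39 had the largest one in 16p11.2 males, 0.71, and 0.25 in 3g males (0.051 without wt male 17). Dusp15 had log2 fold changes of 0.26 in 3g males (exact permutation test, p = 0.0571) and 0.58 in 16p11.2 males (p = 0.0286 in the same test). For Gpx1 they were -0.33 and -0.31, and -0.068 in 3g males without wt male 17. For Dmpk (0.27 and 0.55), Ubn2 (0.26 and 0.47), Cttnbp2 (0.23 and 0.42), Tet2 (0.20 and 0.45) and Uimc1 (0.23 and 0.43) the direction was the same with each library left out in turn. The 3g values without wt male 17 were 0.11 for Dmpk, 0.074 for Ubn2, 0.064 for Cttnbp2, 0.025 for Tet2 and 0.084 for Uimc1. The 16p11.2 values without del/+ male 4 were lower in size as well for all 9 genes, at 0.23 for Dmpk, 0.21 for Ubn2, 0.22 for Cttnbp2, 0.24 for Tet2, 0.33 for Uimc1, 0.39 for Prpf39, 0.37 for Dusp15, 0.22 for Msantd2 and -0.17 for Gpx1. Among these directions only that of Dmpk in 16p11.2 males was reversed by 1 surrogate variable, to -0.029.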

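After removal of the genes called in the other line by edgeR with Benjamini-Hochberg adjustment in the same sex, 0 genes remained in 3g males (248 at an unadjusted p under 0.05) and 19 in 16p11.2 males, and 0 genes in 3g females and 25 in 16p11.2 females. The 0 in 3g females follows from its only call, Sez6l2, being called in 16p11.2 females as well. With the calls of DESeq2 in place of edgeR these numbers were 0, 36, 106 and 46.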

Additional pathway analyses for DEGs for 3g del/+ males only (569 DEGs, Figure S8), 16p11.2 del/+ males only (633 DEGs, Figure S9), 3g del/+ females only (340 DEGs, Figure S10), and 16p11.2 del/+ females only (121 DEGs, Figure S11) highlight the enrichment of RNA binding in 3g del/+ males and collagen modification in 16p11.2 del/+ males. We also performed pathway analysis for overlapping DEGs from Fig. 3A (36 DEGs, Table S5), Fig. 3B (42 DEGs, Table S6), and Fig. 3D (6 DEGs, Table S8), however, they did not show significant results because of the small number of DEGs.

### Brain structural changes in 3 gene hemi-deletion mice

Previously we have shown sex-specific fiber tract changes in 16p11.2 del/+ mice using high-resolution MRI with diffusion tensor imaging (DTI)^31^. DTI scans allow inference on the fiber tract architecture of the brain^52^. Homologous changes in increased fractional anisotropy (FA) in medial white matter regions was reported in human 16p11.2 hemi-deletion patients^53^. Therefore, we investigated brain structural changes of 6-week-old 3g del/+ mice using DTI as described previously^31^.

To our surprise, we did not find any significant differences in FA between 3g del/+ mice and wt mice in male mice (Fig. 4A and S12A), in contrast to previous findings in 16p11.2 del/+ mice^31^. Only female 3g del/+ mice showed significant FA decreases in a small region of striatal fiber tracts compared to wt female mice (Fig. 4B and S12B). Because our previous 16p11.2 del/+ MRI study used older mice^31^, we subjected 6-week-old 16p11.2 del/+ mice to an identical DTI sequence to explore for age-related effects. Strikingly, in contrast to older mice, there was no significant FA difference between 16p11.2 del/+ male mice and wt mice (Fig. 4C and S12C) at 6 weeks of age. However, we found widespread decreased FA in 16p11.2 del/+ females compared to wt females (Fig. 4D and S12D), consistent with previous results in 10-week-old female mice^31^. As no FA change was detected in both 6-week-old male 3g mice and 16p11.2 del mice, we inspected 16-week-old male and female 3g mice and 10-week-old male 16p11.2 del mice to examine the age-dependent brain structural changes. Consistent with our previous study, FA changes are detected in male 10-week-old 16p11.2 del mice (Figure S12G), however, FA changes are not detected in either male and female 16-week-old 3g mice at this age (Fig. 4E,F and S12E,F). These findings suggest complex disruptions in the brain maturation process in 16p11.2 del/+ and 3g del/+ mice that will require further investigation.

## Discussion

Disruptions of striatal circuits are found in patients with ASD^14, 18, 19^ and ADHD^20^, as well as genetic mouse models for the study of these disorders^54–57^, and are related to core NDD pathologies, such as dysfunctional reward processing and altered locomotor activity. Of note, a male bias is observed in both human patients with these disorders and some of the respective mouse models. The molecular basis of male-specific striatal vulnerability, however, has not been identified.

Based on a novel strategy to identify genes-of-interest based on their spatial gene expression patterns, we identified 3 candidate genes from the 16p11.2 region, *Taok2, Sez6l2, and Mvp*.^31^. Our hypothesis was that these 3 genes alone are sufficient to mediate sex-specific behavioral phenotypes that depend on striatal circuits. Our newly generated 3g del/+ mouse model displays sex-specific striatal behavioral and transcriptomic characteristics, resembling the phenotypes of 16p11.2 del/+ mice. These results demonstrate that our novel approach of selecting genes of interest based on their spatial gene expression patterns in structurally altered brain regions is a valid path to develop data-driven hypotheses that can be later tested by generating model organisms with a selective modification of the respective genes, providing novel insights into polygenic interactions underlying neurodevelopmental disorders.

Our behavioral studies reveal that a selective hemi-deletion of our 3 candidate genes leads to aspects of the striatal behavioral phenotypes also seen specifically in 16p11.2 del male mice. Previously, we found that male, but not female, 16p11.2 del/+ mice show impairments in reward-directed learning as well as motivation to work for rewards. Although 3g del/+ male mice show impaired motivation, we did not find an impairment in reward learning in 3g del/+ male mice. There are two potential explanations for the observed difference between the 3g del/+ mice and 16p11.2 del/+ mice. First, it could be because of a difference in FR protocol difficulty in the two studies. Previously, we applied the five-choice serial reaction time task (5-CSRTT) to 16p11.2 del/+ mice, a task uses 5 holes for correct 5-CSRTT performance^10^. In this study, we tried to minimize the number of days in training and restricted access to one hole, reducing extraneous responding to non-active holes. Second, it is possible that the three genes are not sufficient to produce the entire phenotype. For instance, it was reported that a heterozygous deletion of KCTD13, a gene within 16p11.2, induced object recognition memory deficits^32^, suggesting potential contribution of other genes related to the phenotypes of the 16p11.2 del/+ mice.

To identify the mechanisms underlying these behavioral phenotypes, we investigated transcriptomic changes in the striatum of 3g del/+ mice and 16p11.2 del/+ mice. The comparisons of striatal DEGs between male 3g del/+ mice and 16p11.2 del/+ mice revealed 248 overlapping DEGs. It is noteworthy that the overlapping DEGs between male 3g and 16p11.2 del/+ mice are statistically significantly enriched above chance (p < 1.890e-112), however, the overlapping DEGs identified in female 3g and 16p11.2 del/+ mice are not (p < 0.093). The pathway analysis of these 248 DEGs revealed that a ribosome-related pathway and translation regulation are significantly dysregulated, highlighting potential mechanisms that underlie the male-specific striatum-dependent behavioral alterations. A recent tissue-specific transcriptome profiling study on 16p11.2 del/+ mouse model also reported significant GO-term enrichments related to translation, in the striatum and cerebellum^58^. Although they did not provide a sex specific analysis, these results support possible disruption of translational regulation in 16p11.2 del/+ mice. Reduced basal protein synthesis in the hippocampus of 16p11.2 del/+ mice were reported^59^. The downregulation of ribosomal genes could affect translation efficiency leading to protein synthesis dysregulation and corresponding to presentation of NDDs^60–62^. Recent studies of NDDs like Fragile X Syndrome and Tuberous Sclerosis have shown sex-specific differences in ribosomal function or translation regulation that may contribute to the sex-specific phenotypes^63–66^. Further studies on translational regulation will provide insights into the sex-specific pathological mechanisms of NDD.

Another impactful result of the KEGG enrichment analysis for 248 DEGs is tyrosine/serine/threonine phosphatase activity related genes including *Dusp15*(Fig. 3F). *Dusp15*plays an important role in regulation of extracellular signal-regulated kinase (ERK) activation^67^ The link between *Dusp15*and ERK leads us to the idea of a potential link between 3 genes and ERK pathway. Interestingly, our 3 candidate genes are all related to the regulation of ERK signaling. MVP has a well-established association with ERK signaling, serving as a scaffold protein for ERK^68, 69^. Taok2 has been shown to interact with Septin7 at the postsynaptic density, which can activate ERK signaling^70^, and Sez6l2 phosphorylates PKC^40^, which is a known activator of ERK. Although our current study does not provide a clear mechanistic explanation of the combinational effects, one of our hypotheses is the involvement of ERK pathway in 3 gene mediated sex-specific phenotypes. The ERK pathway plays an important role in development, learning, and synaptic plasticity^71, 72^. In addition, it has been shown that ERK signaling is involved in striatal behaviors^37, 73–75^. We have observed reward-mediated hyperphosphorylated ERK1 in the dorsal striatum from 16p11.2 del/+ males, but not females consistent with the male-specific reward learning deficit in 16p11.2 del/+ mice^10^, suggesting a role for ERK1 in striatum-dependent reward learning in males specifically. Therefore, we expect the connection between our 3 candidate genes and the ERK signaling pathway may provide an explanation for the molecular mechanisms of sex-specific striatal changes in 16p11.2 del/+ mice. This hypothesis is also supported by the strong connection between estrogen and the ERK signaling pathway. Estradiol influences memory consolidation via ERK signaling pathway in several brain regions^76–79^. It has been shown that estrogen receptors interact with mGluR to activate ERK signaling^80, 81^. Therefore, the connection between the 3 genes and ERK with estrogen may contribute to the sex-specific phenotypes of the 16p11.2 del/+ mice. Further studies will need to clarify the connection between ERK signal pathway and these 3 genes as an underlying mechanism of sex-specific phenotypes.

It has been reported that patients with 16p11.2 del syndrome show regional volumetric differences including accumbens, pallidum, caudate, and putamen, with increased FA in medial white matter^12, 53, 82,83^. In addition, 16p11.2 del/+ mice show increased volumes of several brain including striatum, nucleus accumbens, and globus pallidus^48, 84, 85^. However, sex- and age-dependent brain structural changes in 16p11.2 deletion are not fully investigated. Previously, we have shown fiber tract changes in both male and female 16p11.2 del mice at 10 weeks of age^31^. Here, we found decreased FA in 16p11.2 del/+ females compared to wt females at 6 weeks of age, however, not in males. These distinctive results indicate that FA changes in 16p11.2 del/+ mice are sex- and age-dependent, suggesting brain structural changes occur earlier in development in female 16p11.2 del/+ mice compared to male mice. In addition, the DTI results imply that the 3 gene hemi-deletion may not affect brain structural changes in the same way as 16p11.2 del. A previous study indicates that *Taok2* hemi-deletion mice show increased total brain volume compared with wt mice^33^, however, 16p11.2 del/+ mice display decreased total brain volume^48,84^. These opposite brain structural changes between *Taok2* hemi-deletion mice and 16p11.2 del/+ mice may provide a hint to comprehend these distinctive brain structural changes between 3g del/+ mice and 16p11.2 del/+ mice. Uncovering the genetic mechanism of brain structural changes across development will require further study.

One important consideration for this study is whether the combinatorial effects of 3 genes on the behavioral phenotypes are the ‘sum of single gene effects’ or ‘combinatorial effects of 3 genes’. We believe it is the combinatorial effects of 3 genes based on previously described single gene mutation mouse studies. Although it has been shown that each gene (*Taok2, Sez6l2,* and *Mvp)* plays an important role in neuronal development as well as NDD^33–35, 39–44 86^, sex-specific phenotypes have not been observed in studies of single gene variant mouse lines. These studies suggest that the 3 gene hemi-deletion mediates male-specific phenotypes via combinatorial effects of 3 genes rather than just a summation of the effects of each gene. It is still possible that the combination of 2 genes may be sufficient to replicate certain phenotypes include male-specific phenotypes, so we cannot exclude the possibility that one out of the three genes is unnecessary to cause these effects. Here, we show that the 3 genes are sufficient to cause the male-specific phenotypes but not necessity of the 3 genes on the phenotypes. Therefore, further studies about necessity of each gene will be needed.

### Overall summary

This study demonstrates a novel approach to dissect large chromosomal regions to identify candidate sets of genes-of-interest and the characterization of a respective gene set in a novel experimental system carrying a selective hemi-deletion of three genes in the 16p11.2 region. 3g del/+ animals recapitulate male-specific striatal phenotypes observed in 16p11.2 del/+ mice. Changes in the expression levels of genes associated with ribosomal processing seem to constitute the transcriptomic basis for male-specific striatal vulnerability to NDDs. These findings could pave the way towards novel therapeutic and preventive strategies for NDDs.

## Figures and Tables

**Figure 1:**
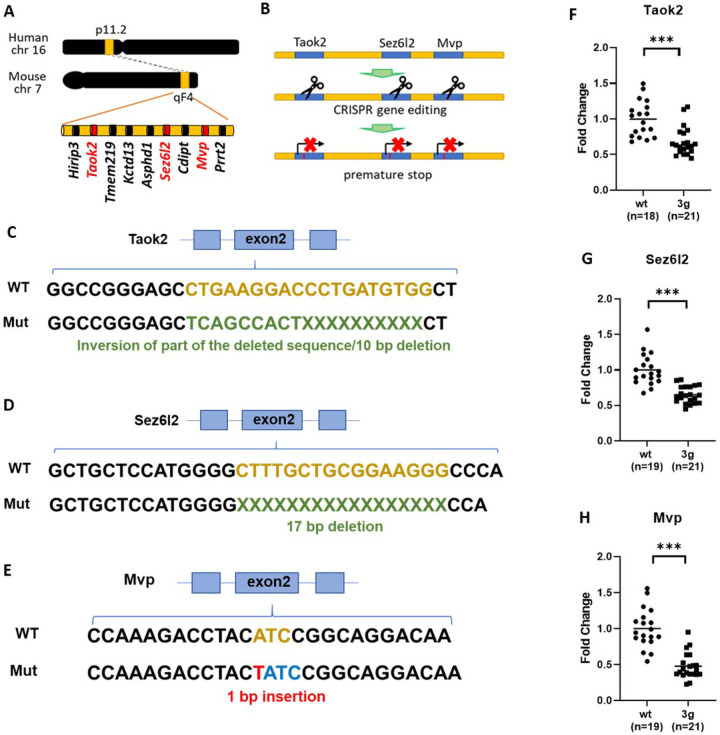
Generation of 3g del/+ mice. (A) Schematic diagram shows the target sites of mutations, mouse chromosome 7qF4. (B) A schematic presentation of the generation of 3 gene hemi-deletion mice by CRIPSR/Cas9. (C-E) Schematic presentations indicate the strategies of modifications. (F-H) qPCR results demonstrated decreased gene expressions of the 3 genes in the mutant mice (two-tailed Student t test, *** p < 0.001).

**Figure 2:**
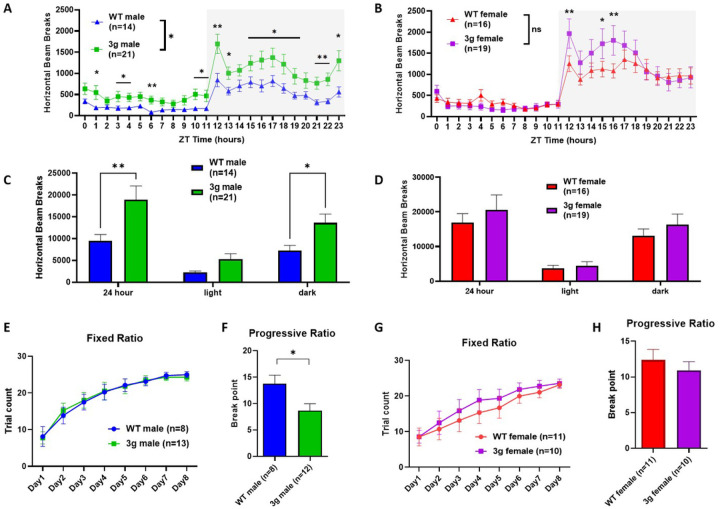
Striatum dependent behavioral alterations in 3g del/+ mice. (A, B) Infrared beam breaks in the horizontal axis are plotted for male and female 3g del/+ mice and wt mice across the 24-hr day with 1-hr bin. Gray box indicates the dark cycle. Male 3g mice have significantly greater activity relative to wt littermates (main effect of genotype, F (1, 33) = 5.373, p = 0.0268; main effect of time, F (4.368, 144.2) = 29.41, p < 0.001; genotype × time interaction, F (23, 759) = 2.249, p < 0.001), but not female 3g del/+ mice (main effect of genotype, F (1, 33) = 0.2537, p = 0.6178; main effect of time, F (23, 759) = 36.19, p < 0.001; genotype × time interaction, F (23, 759) = 2.791, p < 0.001). (C, D) Infrared beam breaks are plotted by light/dark cycle. Male 3g mice show hyperactive behavior relative to wt littermates in dark cycle (main effect of genotype, F (1, 99) = 13.60, p = 0.0004; post hoc, p = 0.034). Female 3g del/+ mice have no differences in horizontal activity (main effect of genotype, F (1, 99) = 1.256, p = 0.2650). (E, G) Both male and female 3g del/+ mice acquire a nosepoke response under a fixed ratio schedule of reinforcement indistinguishable from wt mice (male, main effect of genotype, F (1, 19) = 0.002, p = 0.968; female, main effect of genotype, F (1, 19) = 0.3530, p = 0.559). (F, H) In a progressive ratio test of motivation, male 3g del/+ mice responses after significantly fewer trials than wt males (t(18) = 2.43, p = 0.026), while female 3g del/+ mice show no different responds than wt mice (t(19) = 0.750, p = 0.463). Values are displayed as mean (±SEM) and significance values are set at *p<0.05 and **p<0.01.

**Figure 3:**
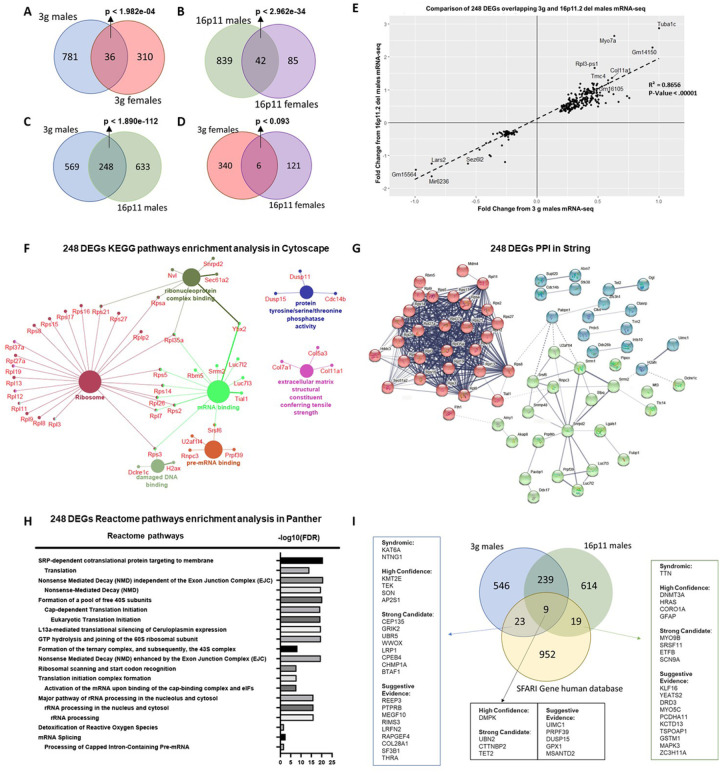
Gene expression changes in the striatum of 3g del/+ mice. (A, B) Venn diagram showing the number of overlapping DEGs that were altered in 3g del/+ mice (A) and 16p11.2 del/+ mice (B) (males and females separately). (C, D) Venn diagram representing the number of overlapping DEGs between 3g del/+ mice and 16p11.2 del/+ mice sex-specifically. (E) Quadrant plot based on comparison of genes regulated in 3g del/+ male mice and 16p11.2 del/+ male mice. Linear regression was applied that generated a coefficient of correlation which was used to calculate the p-value using Pearson (R) Calculator. The value of coefficient of determination (R2) is 0.8656 with significant p value (p < 0.00001) in regression (F) Pathway analysis using ClueGo (KEGG and GO: Molecular function terms) of 248 DEGs, the overlapping DEGs between male 3g del/+ mice with male 16p11.2 del/+ mice, shows functional groupings of network of enriched categories for the DEGs. Significant pathways are presented with a corrected p-value <0.05 (Bonferroni step down). (G) Protein-protein interaction (PPI) networks of 248 DEGs show closely connected proteins. The network is composed of 68 nodes and with a minimum required interaction score of 0.400. The nodes were drawn in three different colors dividing the interacting network into 3 clusters composed of closely connected proteins in the network. Edges of the network indicated the strength of data support. (H) An overrepresentation test on 248 DEGs was performed in PANTHER using the reactome pathway annotation dataset. Only pathways with FDR < 0.05 were displayed. (I) Venn diagram showing the overlap of significantly DEGs from 3g male del/+ mice and 16p11.2 del/+ male mice with the SFARI Gene autism susceptibility database focusing on the human gene module. The overlapping genes are categorized by SFARI respective score. The syndromic category contains genes that are linked with significantly increased risk and further characteristics not required for an ASD diagnosis. The high confidence category includes mutations that are clearly implicated in ASD by the presence of at least three de novo likely-gene-disrupting mutations being reported in the literature. Genes with two or single de novo likely-gene-disrupting mutations are categorized as “Strong candidate genes” or “Suggestive evidence”, respectively.

**Figure 4:**
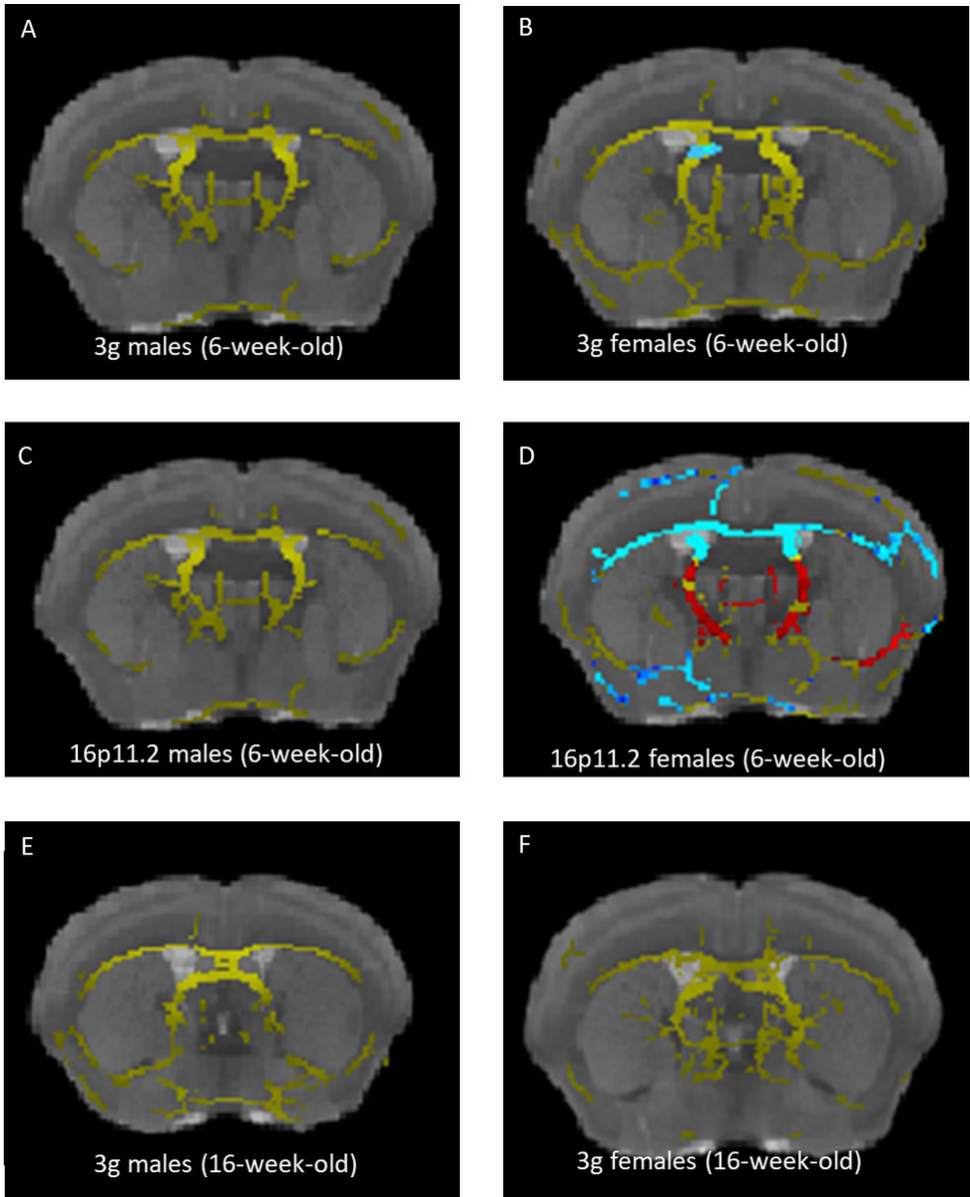
Fiber tract changes in 3g del/+ mice compared to wild types. (A-D) Increased fractional anisotropy (FA) in 3g del/+ or 16p11.2 del/+ mice compared to wt mice is represented in blue and decreased FA is displayed in red. The mean fiber tract skeleton is shown in yellow. FA alterations are not detected in 6-week-old 3g del/+ and 16p11.2 del/+ male mice (A, C), while increased FA in small region in 3g del/+ female mice (B). Widespread increased FA and pronounced FA decreases are displayed 16p11.2 del/+ female mice (D). FA alterations are not detected in 16-week-old 3g del/+ mice (E, F). Significant changes on the brain region are indicated on representative images (p<0.05).

How the deposited data were processed for this re-analysis (not part of the article)

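The RNA-seq data are 32 libraries from mouse striatum, 16 of the 3g line and 16 of the 16p11.2 line, with 4 libraries for each combination of line, genotype and sex. The values are counts per gene as deposited by the authors, who made them with the bcbio-nextgen pipeline and applied no normalization; their version, aligner, counter and annotation are not named in the text. That the values are whole numbers with a different total in each library was tested on the tables. The paper gives a read length of 100 bases and the sample labels give 150, and no value reported here depends on it. For library preparation the labels name the same ribosomal RNA depletion kit as the paper, but their entry for the molecule is polyA RNA. Their extraction text names human brains and another extraction kit, although they give mouse striatum as the source, and they give strain B6129S for all libraries, where the paper names C57BL/6J males for making the 3g line. The paper's description was followed, and which preparation was used was not tested. The same series holds libraries the paper does not describe, from the striatal lysate of other male mice. These are 6 ribosome footprint and 6 lysate RNA libraries of the 3g line (3 del/+ and 3 wt animals) and 7 of each kind of the 16p11.2 line (3 del/+ and 4 wt animals). Their counts per gene, for 18411 genes, are as deposited, and what was done to make these counts is not stated in the labels or the paper. The 22 lysate RNA counts with 7 or more digits all end in 0, as after rounding to 6 digits, which changes no result by a measurable amount. Every column of the tables was assigned to a sample by its label. The animals behind these libraries are numbered here from 1 within each line and genotype, in the order of the numbers in their labels.

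Total counts in the RNA-seq libraries were between 11711099 and 65529807 in the 3g line and between 26592767 and 41300015 in the 16p11.2 line. They were lower in 3g del/+ than in 3g wt libraries, with medians of 30263208 and 42662533 in males and 31774594 and 46858728 in females. The footprint libraries had between 342052 and 678130 counts and the lysate RNA libraries between 15102576 and 19122488. The 3g del/+ footprint libraries (527917 to 678130) all had more counts than the 3g wt ones (342052 to 422918).

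Genes with low counts were removed with the default filter of edgeR (filterByExpr), library sizes were normalized with TMM, and del/+ was compared with wt in each line and sex by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest). A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. The paper's text does not name the test or the threshold and refers to a supplement and a code repository, which were not used here, so these choices were made before the data were examined, as were the alternatives, except 1 that the closing section names. The filter left 19081 genes in 3g males, 19024 in 3g females, 17957 in 16p11.2 males and 18067 in 16p11.2 females. Overlaps between calls were tested with a 1-sided hypergeometric test against the genes tested in both comparisons. The genotype by sex interaction was tested over the 16 libraries of a line. Translational efficiency was tested as the interaction of genotype and assay over footprint and lysate RNA libraries together. Fold changes of 2 comparisons were correlated across genes. CPM of single genes at the claims are normalized within each comparison of 8 libraries, and those in the plots and of single libraries over all 32 libraries together. Single genes were also compared by a 2-sided exact permutation test of the CPM values, whose smallest p for 4 against 4 libraries is 0.0286. A list of 79 cytosolic ribosomal protein genes, fixed from their names, was tested with camera on voom values with an estimated correlation between genes. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0.

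The genes named are Taok2, Sez6l2 and Mvp, the other genes of Fig. 1A, Mapk3 and Coro1a, the 9 genes listed as shared with the SFARI database, the genes labelled in Fig. 3E, and, in each comparison, the 3 called genes with the largest absolute log2 fold change among those with all 4 del/+ values on one side of the 4 wt values. Genes outside this rule are marked as chosen after their values were seen. Distances on chromosome 7 are from the start of Taok2 on GRCm38. The sex of each library was checked with Xist and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty. The position of a library between the lines is its projection on the difference between the wt females of the lines, over 11384 genes called between them, on a scale with 0 at the mean of the 3g and 1 at the mean of the 16p11.2 wt females.

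The alternatives were DESeq2, RLE normalization, no filter on low counts, all 16 libraries of a line in 1 fit, 1 surrogate variable, 2 RUVs factors, the replicate number as a block, an adjusted p under 0.10, an unadjusted p under 0.05, each library left out in turn, and for the gene set camera with a preset correlation of 0.01 and fry. The whole procedure was tested on simulated data made from the libraries' own means and spread, with 200 genes changed. At a 2-fold change and 4 libraries per group it recovered 67.5% of the changed genes in 3g males, 86% in 3g females, 65.5% in 16p11.2 males and 70.5% in 16p11.2 females, with 7, 18, 6 and 4 false calls. At a 4-fold change it recovered 91% and 84.5% of changed interactions, 84.5% and 90% of changed footprints, 96% and 96% of changed lysate RNA, and 53% and 49% of changed translational efficiencies in the 3g and the 16p11.2 line. A simulated shift of the ribosomal protein genes by -0.5 on the log2 scale was called in all 4 RNA-seq comparisons, and a shift of 0 in none. The simulated genes were drawn independently, without the correlation estimated in the data (0.85 in 3g and 0.835 in 16p11.2 males). The simulation therefore cannot show what the set test detects, or falsely calls, at that correlation.

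The KEGG, STRING and PANTHER analyses and the overlap with the SFARI database were not analysed here, since the pathway and database lists were not used. Quantitative PCR, behavior and other experiments of the paper were not analysed here.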

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

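All tests on the patterns in this part were chosen only after the result was seen, except those on genes at separate levels among the 16p11.2 libraries, and the tests that called genes in the footprint and lysate RNA libraries were planned. Of 85 groups of libraries examined for a value far from the others, 18 had one, and chance gives about 5% (1 in 20) of groups.

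The library of 3g wt male 17 was far from the other 3g wt males in its position between the lines, 0.849 against -0.080 to 0.047, and in the mean log2 CPM of ribosomal protein genes, 7.40 against 6.62 to 6.67. It had 1344 CPM of Lars2 against 64.8 to 99.5, and 1.73 CPM of Myo7a against 13.0 to 15.02. Ribosomal RNA and repeat genes held 1.10% of its counts, against 0.493% to 0.539% in the other 3g wt males. The library of 16p11.2 del/+ male 4 was far from the other 16p11.2 del/+ males in the opposite direction. Its mean log2 CPM of ribosomal protein genes was 6.46 against 7.24 to 7.26, its Lars2 was at 57.5 CPM against 1560 to 1801, and its position was 0.211. Ribosomal RNA and repeat genes held 0.645% of its counts, against 0.992% to 1.27% in the other 16p11.2 del/+ males. Residual ribosomal RNA thus differed along with Lars2 in both libraries, and its part in these values was not tested. An exchange of these libraries is argued against, because the 10 named genes of the deleted region other than Prrt2 were lower by a median log2 ratio of -1.04 in 16p11.2 del/+ male 4 against 16p11.2 wt libraries, and the same value argues against a 3g library under the label of 16p11.2 del/+ male 4. For 3g wt male 17, a library of the 16p11.2 line under a 3g label remains a candidate explanation. At 28 genes that fall at separate levels among the 16p11.2 libraries it lay outside all other 3g libraries at 3 genes (10.7%), against 258 of 14828 other genes (1.74%, Fisher exact test, p = 0.0127). Of the 3 genes, 2 are ribosomal pseudogenes, which differ between the lines as ribosomal protein genes do, so by this test library preparation alone cannot be told apart from it. Genes whose levels had been seen before were left out of this test. Among them, its Tuba1c was at 0.613 CPM against 8.35 to 14.1 in the other 3g libraries. Tuba1c was at 0.502 to 1.07 CPM in 16p11.2 wt males 1 to 3 and 0.571 in the library labelled del/+ female 1. It was at 14.3 to 43.4 CPM in the remaining 16p11.2 libraries other than del/+ male 4. The profile of the 16p11.2 libraries thus did not by itself bring a low Tuba1c. As 1 library at a gene seen beforehand, this does not settle the source of 3g wt male 17. Whether library preparation set 16p11.2 del/+ male 4 apart (position 0.211) cannot be told, since the labels name no batch. A biological difference of these animals was not tested.

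The library labelled 16p11.2 del/+ female 1 had 38.5 CPM of the Y-linked gene Ddx3y against 0 in the other 3 libraries of its group. Its Xist was at 0.462 CPM, within the 0 to 0.557 of the libraries labelled male and far below the 326 to 971 of the other libraries labelled female. This argues against male tissue mixed into a female sample and is consistent with a male animal under a female label. An exchange with a library labelled male is argued against, as 0 of these had Xist at or above the lowest other library labelled female. An exchange with an animal outside the study stays open. The same library had the highest Taok2 of its group, 92.2 CPM against 86.9 to 87.7, below every 16p11.2 wt library, and no explanation was tested for this.

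Myo7a and Tuba1c had a single library far from the others in several 16p11.2 groups. Myo7a was at 24.6 CPM in del/+ female 4 against 11.0 to 12.3 CPM, at 13.8 in wt female 2 against 1.24 to 1.53, and at 12.7 in wt male 4 against 1.40 to 2.02. Tuba1c was at 34.0 CPM in wt female 3 against 14.5 to 15.1, and at 43.4 in wt male 4 against 0.502 to 1.07. For Myo7a, 2 of the 16p11.2 wt libraries reached the lowest del/+ library, which argues against an effect of the deletion alone. Alleles that vary between animals, at this gene or on chromosome 7 near the deletion, and reads shared with related sequences stay open and were not tested for these genes. No biological explanation was tested for Tuba1c.

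Tyr and a, which the paper does not discuss, were detected in the 16p11.2 del/+ libraries at levels above the wt libraries. Tyr had a mean of 4.07 CPM over the 8 del/+ libraries against 0 to 0.246 CPM in wt libraries, and a had a mean of 2.07 CPM against 0 to 0.033. For Tyr and for a, 8 of 8 del/+ libraries lay above the highest wt library and 0 wt libraries reached the lowest del/+ library, which argues against alleles that vary between animals whatever the genotype. Since a lies on chromosome 2, an allele on the chromosome of the deletion is argued against for a. Tyr lies on chromosome 7 at 39.4 megabases from Taok2, so such an allele stays open for Tyr. Sequence brought in with the deletion, as in a construct that carries coat color genes, cannot be told apart from an effect of the deletion, because counts per gene show both alike.

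Among the targeted genes and total counts, 5 groups besides Taok2 in 16p11.2 del/+ females had a single library far from the others. Sez6l2 was at 306 CPM in 3g wt female 39 against 277 to 281, Taok2 was at 196 CPM in 16p11.2 wt female 2 against 179 to 181, and Taok2 was at 153 CPM in 16p11.2 wt male 4 against 179 to 183. The library of 16p11.2 del/+ female 3 had 31214819 counts against 36577100 to 37243065. In the lysate RNA, Sez6l2 was at 49.9 CPM in 16p11.2 wt animal 2 against 63.8 to 65.6. The 3 RNA-seq values are each above every del/+ value of the same line and sex, and no explanation was tested for any of the 5.

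In data the paper does not analyse, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene in the ribosome footprints of 3g males and 3 in their lysate RNA, and in 16p11.2 males 7 in footprints, 19 in lysate RNA and 1 in translational efficiency. Among all splits of the animals, the real split included, the 3g counts were reached by 3 of 10 splits for footprints and 1 of 10 for lysate RNA, where 10 splits cannot give a share under 5%. In the 16p11.2 line they were reached by 1 of 35 splits for footprints, 3 of 35 for lysate RNA (up to 184 calls in another split) and 5 of 35 for translational efficiency. These translational efficiency values are from the fit without the animal as replicate block. The footprint and lysate RNA libraries of one number are from the same animal, and with the block edgeR called 10 genes in translational efficiency in 16p11.2 males, reached by 5 of 35 splits (up to 24 calls in another split), and 10 in 3g males, where the other splits gave at most 7. Of the 19 genes in 16p11.2 lysate RNA, 16 start within 0.5 megabases of Taok2 and were lower, with log2 fold changes between -1.38 and -0.89, and of the 7 in footprints 2 do, Aldoa and Maz. The loss of 1 copy of the region is a biological explanation for these that the design gives. The others, named here after their values were seen, are Gm42742, Ryr1 and Tyr in lysate RNA, Lama1, Kcng1, Zfpm1, Dcp1b and Ski in footprints and Kcng1 in translational efficiency. In the 3g line they are Fzd8 in footprints (log2 fold change -1.68, adjusted p = 0.0299, edgeR) and Cfap54 (-1.39, adjusted p = 0.000603), Ndn (-0.98, adjusted p = 0.0011) and Rpl29 (1.36, adjusted p = 0.00135) in lysate RNA. Animals are numbered within each line and genotype. Without any single 3g del/+ animal the footprint count was 0, with 1 of the 3 left out each time, and without 3g wt animal 1, 2 or 3 it was 24, 21 or 5. The 3g lysate count was 12 without del/+ animal 1. In 16p11.2 males the footprint count was 2 without wt animal 4 and 13 without wt animal 2, and the lysate count was 10 without del/+ animal 2. Footprint depth is confounded with genotype in the 3g line, and no further explanation was tested for the genes outside the region. Among these genes, Rpl29 was one of the 28 at separate levels among the 16p11.2 RNA-seq libraries. Cfap54 was at 15.5 to 70.0 CPM in the lysate RNA of 16p11.2 wt animals. In the RNA-seq of 3g males Cfap54 was at 13.8 to 19.0 CPM in del/+ and 12.8 to 17.6 CPM in wt libraries. Alleles that vary between animals stay open for both genes.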

How the results depend on the processing

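The only alternative chosen after the data were seen is the omission of both 3g wt male 17 and 16p11.2 del/+ male 4, and the tests against other splits of the libraries were also chosen after the results. Over 28 results, 337 values under an alternative kept their direction and their side of the threshold or stayed within the spread, 80 moved further, 18 changed sign, 4 newly passed the threshold and 3 no longer passed it. For 87 results on named genes, 1179 values kept direction and call, 38 changed sign, 18 newly passed and 29 no longer passed. With RLE normalization all 16 RNA-seq results kept their direction and side, and with fry all 10 gene set results did. The side of a gene set result is taken, here and in the counts above, from its p before adjustment over the comparisons. In 3g females this p was 0.0281 with camera (0.112 after adjustment over the 4 comparisons) and 0.0045 with fry.

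With DESeq2, 1 gene was called in 3g males, 109 in 3g females, 37 in 16p11.2 males and 49 in 16p11.2 females. Shared calls were 1 between 3g males and 3g females, 1 between the males and 3 between the females of the lines, the interaction in the 16p11.2 line had 3 calls, and the correlation in males was 0.0546. Without the filter on low counts, 158 genes were called in 3g females and 45 in 16p11.2 females, 4 were shared between the females, and the correlation was 0.0487 in males and -0.00076 in females. With all 16 libraries of a line in the fit, Sez6l2 was the 1 call in 3g males, and it was the 1 gene shared between 3g males and 3g females and the 1 shared between the males. The female correlation was then -0.020, and the ribosomal protein genes of 3g females had a median of -0.11 with a camera p of 0.341.

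With 1 surrogate variable, 6 genes were called in 3g females, the correlation was 0.0688 in males and -0.021 in females, and the median of ribosomal protein genes in 16p11.2 males was 0.00048. Of the named genes, it changed the sign of Hirip3 (0.030), Cdipt (-0.067) and Coro1a (-0.013) in 3g females, Prrt2 (-0.12) and Mir6236 (0.21) in 3g males, and Prrt2 (-0.91), Dmpk (-0.029), Lars2 (0.027) and Gm15564 (0.076) in 16p11.2 males. With 2 RUVs factors, 1 gene was called in 3g males and 32 in 3g females, with 1 shared between them, 1 between the males and 2 between the females. The correlation was then 0.132 in males and -0.014 in females, and the ribosomal protein genes of 3g females had a median of -0.11 with a camera p of 0.0701. The sign changed for Hirip3 (0.0090) and Cdipt (-0.025) in 3g females, Prrt2 (-0.11) and Mir6236 (0.028) in 3g males and Prrt2 (-0.66) in 16p11.2 males. Prrt2 in 16p11.2 males was also reversed without the filter, to -0.0066. The cause was not tested for any of these changes.

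At an adjusted p under 0.10, 2 genes were called in 3g females and 2 were shared between the females of the lines. At an unadjusted p under 0.05, which calls about 5% of unchanged genes, there were 274 genes in 3g males, 2098 in 3g females, 1045 in 16p11.2 males and 808 in 16p11.2 females, and 46, 77, 26 and 91 were shared between 3g males and females, 16p11.2 males and females, the males and the females. The share of shared male genes with the same direction has no value at the adjusted threshold, where edgeR found 0 shared genes.

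In the 16p11.2 line, libraries with the same replicate number share only a number. Across 8 such pairs the correlation of del/+ and wt libraries was between -0.245 and 0.10, and only 1 was above 0.1. With the replicate block, edgeR called 14 genes in 16p11.2 males and 22 in 16p11.2 females, and Prrt2 in males was at -0.092. The footprint and lysate RNA libraries of one number are from the same animal, and with the animal as replicate block 10 genes changed in translational efficiency in the 3g line and 10 in the 16p11.2 line.

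With the preset correlation of 0.01, camera passed 0.05 for ribosomal protein genes in 3g males (-0.24, p = 4.86e-19), 16p11.2 males (-0.24, p = 2.09e-15), 16p11.2 females (0.11, p = 3.99e-08) and the lysate RNA of 3g males (0.080, p = 4.91e-06), since it assumes a far lower correlation than the estimated one. In 3g females its p was 1.19e-32, where the estimated correlation gave 0.0281 before and 0.112 after adjustment over the 4 comparisons. Without both 3g wt male 17 and 16p11.2 del/+ male 4, the correlation in males was 0.0081 and edgeR called 0 genes in both male comparisons.

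In ribosome footprints, DESeq2 called 13 genes in the 3g and 22 in the 16p11.2 line, the omission of the filter gave 127 and 43, and an adjusted p under 0.10 gave 7 and 19. In lysate RNA, DESeq2 called 13 and 32, and in the 3g line the omission of the filter gave 9 and an adjusted p under 0.10 gave 7. For translational efficiency DESeq2 called 26 and 4, and the omission of the filter gave 1 and 2.

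With each library left out in turn, the number of calls was between 0 and 1 in 3g males (1 without wt male 24), 1 and 175 in 3g females (18 without del/+ female 37 and 175 without wt female 39), 17 and 26 in 16p11.2 males, and 22 and 28 in 16p11.2 females. Shared calls were 0 for 3g males and females, 17 to 19 for 16p11.2 males and females, 0 for the males, and 1 to 2 for the females (2 without 3g del/+ female 37 or wt female 39). The correlation was between -0.013 (without 3g wt male 17) and 0.440 in males and between -0.041 (without 16p11.2 wt female 2) and 0.085 in females. The median of ribosomal protein genes was between -0.32 and -0.025 in 3g males (without wt male 17), -0.13 and -0.097 in 3g females (without wt female 39, where the p of limma's camera was 0.0653), -0.30 and -0.079 in 16p11.2 males (without del/+ male 4), and 0.019 and 0.22 in 16p11.2 females. Interaction calls stayed at 0 in both lines.

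Calls with each animal left out were between 0 and 24 in 3g footprints, 3 and 12 in 3g lysate RNA, 0 and 4 in 3g translational efficiency (4 without wt animal 1), 2 and 13 in 16p11.2 footprints, 10 and 19 in 16p11.2 lysate RNA (10 without del/+ animal 2), and 1 and 2 in 16p11.2 translational efficiency. The ribosomal protein medians were between -0.060 (without wt animal 3) and 0.073 in 3g footprints, 0.018 and 0.18 in 3g lysate RNA, -0.18 and -0.030 in 3g translational efficiency, -0.035 and 0.11 in 16p11.2 footprints, -0.036 and 0.13 in 16p11.2 lysate RNA, and -0.21 and 0.064 in 16p11.2 translational efficiency. Where these ranges span 0, the direction depended on single animals.

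Among the named genes, the following changed sign with a library left out, with these ranges. In 3g males they are Taok2 (-0.079 to 0.024), Hirip3 (-0.11 to 0.053), Prrt2 (-0.24 to 0.15), Tuba1c (-0.018 to 0.63), Myo7a (-0.12 to 0.44), Rpl3-ps1 (-0.0062 to 0.42), Tmc4 (-0.023 to 0.45), Col11a1 (-0.070 to 0.57), Lars2 (-2.46 to 0.19), Mir6236 (-3.23 to 0.52) and Gm15564 (-2.78 to 0.15), of which the last 8 did so only without wt male 17. In 3g females it is Asphd1 (-0.025 to 0.025) and in 16p11.2 males Prrt2 (-0.64 to 0.27).

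Incomplete recovery of changed genes limits these results, and the parts of depth and of replicate number in it were not tested. On simulated data with 4 libraries per group, a 2-fold change was recovered in 65.5% to 86% of genes. The footprint libraries, with at most 678130 counts, left 7553 genes to test in the 3g and 5964 in the 16p11.2 line.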

Differences from the paper's values

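The tests named in this part were planned before the results were seen, as were all its alternatives except the omission of 3g wt male 17 and 16p11.2 del/+ male 4 together.

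The paper's number of DEGs is 817 in 3g males, 346 in 3g females, 881 in 16p11.2 males and 127 in 16p11.2 females. With edgeR's quasi-likelihood test and a Benjamini-Hochberg adjusted p under 0.05, 0 were called in 3g males (274 at an unadjusted p under 0.05 and 1 by DESeq2), 1 in 3g females, 19 in 16p11.2 males and 26 in 16p11.2 females. Among the alternatives set before the data were examined, applied singly, only an unadjusted p under 0.05 came within 1.5 times the paper's number, and only in 16p11.2 males, with 1045 genes. Combined with a further alternative, the unadjusted p under 0.05 also came within 1.5 times in 3g males, with 792 genes without the filter, 709 with 1 surrogate variable, 1131 with all 16 libraries of the line, 1209 with 2 RUVs factors and 588 without wt male 17. In 16p11.2 males the combinations within 1.5 times were those with RLE (1051), 1 surrogate variable (693), the replicate block (692), and without del/+ male 1 (1305), 3 (1030) or 4 (730) or wt male 2 (964), 3 (1173) or 4 (1076). In the females of either line no combination with the unadjusted p did. With an adjusted p under 0.10, 3g females had 331 genes without the filter and 296 without del/+ female 37, both within 1.5 times the paper's number. Over all alternatives applied singly the counts were between 0 and 274 in 3g males, 1 and 2098 in 3g females, 14 and 1045 in 16p11.2 males, and 20 and 808 in 16p11.2 females. In 3g females, numbers on both sides of the paper's arose, 175 without wt female 39 and 2098 at an unadjusted p under 0.05.

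The paper's number of shared DEGs is 36 between 3g males and females, 42 between 16p11.2 males and females, 248 between 3g and 16p11.2 males and 6 between 3g and 16p11.2 females. By edgeR these were 0 (46 at an unadjusted p under 0.05 and 1 by DESeq2), 19, 0 (26 at an unadjusted p under 0.05 and 1 by DESeq2) and 1. The unadjusted p under 0.05 gave 46 between 3g males and females, within 1.5 times the paper's number, and the omission of the filter on low counts gave 4 between the females, within 1.5 times the paper's number. No alternative applied singly came that near for 16p11.2 males and females (14 to 77) or for the males of the lines (0 to 26). With the unadjusted p under 0.05 and 1 library left out as well, the number between 3g males and females was within 1.5 times the paper's, at 30 to 53, without any 1 of 12 libraries, and outside it without wt male 17, 26 or 34 or wt female 39. In the same way 16p11.2 males and females shared 65 to 108 genes, and the males of the lines 14 to 56, still not within 1.5 times.

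For the overlap of the males the paper's p is below 1.890e-112. With 0 shared genes by edgeR (26 at an unadjusted p under 0.05, 1 by DESeq2) the exact hypergeometric p was 1, and over all alternatives it was between 0.00112 and 1. For the overlap of the females the paper's p is below 0.093, and the exact hypergeometric p was 0.00135 for 1 shared gene, Sez6l2, which is changed by design in both lines, so that this p does not measure an overlap of other genes, with a range of 2.40e-06 to 0.402 over the alternatives. No alternative applied singly differed by less than 1.5 times from the paper's p. With the unadjusted p under 0.05 and 1 library left out as well, the p of the males was at lowest 1.14e-09 (without 3g wt male 34). The p of the females was 0.0910 without 16p11.2 del/+ female 3 and 0.0678 without del/+ female 4, both within 1.5 times the paper's, and 0.135 without 3g del/+ female 31, also within it. At lowest the p of the females was 0.00732 (without 16p11.2 wt female 3).

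The paper's number of DEGs of one line only is 569 in 3g males, 633 in 16p11.2 males, 340 in 3g females and 121 in 16p11.2 females. By edgeR it was 0 in 3g males (248 at an unadjusted p under 0.05, 0 by DESeq2), 19 in 16p11.2 males, 0 in 3g females (2007 at an unadjusted p under 0.05, 106 by DESeq2) and 25 in 16p11.2 females. The alternatives ranged from 0 to 248, 14 to 1019, 0 to 2007 and 19 to 717, and none applied singly came within 1.5 times the paper's number.

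The paper counts 24 ribosomal genes that are lower in both male comparisons. Of the 79 ribosomal protein genes listed, 0 were lower and called in both male comparisons by edgeR or DESeq2 and under every alternative applied singly, the unadjusted p under 0.05 included (0 to 0).

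On genes and directions, the paper states that all shared male DEGs change in the same direction. Among 0 shared genes in edgeR no share could be formed, and at an unadjusted p under 0.05 all 26 did, while without 3g wt male 17 it was 31 of 44. The paper's Fig. 3E labels 11 genes as shared by the males. By edgeR, only Sez6l2 of these was called in 16p11.2 males and none in 3g males. Sez6l2 was called in 3g males by DESeq2, with all 16 libraries of the line in the fit and with 2 RUVs factors. In 16p11.2 males, Tuba1c, Gm14150 and Rpl3-ps1 were called with 2 RUVs factors and without wt male 4, and Myo7a without wt male 4. With an unadjusted p under 0.05, Lars2, Mir6236 and Gm15564 passed in 3g males and Myo7a, Rpl3-ps1, Tmc4, Col11a1 and Gm16105 in 16p11.2 males, and of the 11 only Sez6l2 passed in both. The 9 genes the paper lists as shared by both male lines and the SFARI database were called in neither male comparison at an adjusted p under 0.05 by edgeR, by DESeq2 or under the other alternatives. With an unadjusted p under 0.05, Msantd2 passed in 3g males and Cttnbp2, Uimc1, Prpf39 and Dusp15 in 16p11.2 males, and none in both. The paper describes its 3g line as having premature stop codons in Taok2, Sez6l2 and Mvp meant to trigger decay of the transcripts. By quantitative PCR of the striatum it reports lower mRNA of each of these genes. In the RNA-seq counts the log2 fold change of Taok2 was -0.021 in 3g males and -0.024 in 3g females, so the counts do not show the decrease reported for Taok2. The source of this difference was not tested. The paper draws a larger number of DEGs in males than in females of each line, whereas by edgeR the number was 0 against 1 in the 3g and 19 against 26 in the 16p11.2 line.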

Other observations

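All tests in this part on single libraries, on the line profile and against other splits were chosen only after the result was seen, except those on genes at separate levels, and the tests of the footprint and lysate RNA libraries were planned.

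Other splits of the same libraries into groups of the same size, the real split included, show how large a count arises without regard to genotype. A count of 0 is reached by every split, so for results with 0 calls they say nothing. As many calls as in the real comparison were made in 35 of 35 splits for 3g males (0 calls by edgeR, with 274 genes at an unadjusted p under 0.05 and 1 call by DESeq2), 2 of 35 for 3g females, 1 of 35 for 16p11.2 males and 3 of 35 for 16p11.2 females. In 3g females another split gave up to 1365 calls, and in 16p11.2 females up to 101, so that a count of this size is not beyond other splits, whereas in 16p11.2 males the other splits gave at most 3. As many shared calls were found in 100 of 100 pairs of splits for 3g males and females, 1 of 100 for 16p11.2 males and females, 100 of 100 for the males and 1 of 100 for the females, where the shared call is Sez6l2, which both lines carry changed by design. A correlation as far from 0 was found in 12 of 100 pairs of splits for males and in 76 of 100 for females. Taken without sign, the male correlations over these pairs had a median of 0.285 and a highest value of 0.453. For the genotype by sex interaction, 45 of 45 draws of the genotype labels had as many calls in the 3g line, and 45 of 45 in the 16p11.2 line, as edgeR called 0 in both (533 and 818 genes at an unadjusted p under 0.05, 0 and 3 calls by DESeq2).

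The correlation between the male fold changes of the lines may come from the 2 male libraries with the profile of the other line. Between the wt females of the lines, 11385 of 19013 genes differed by edgeR, 5725 lower and 5660 higher in the 16p11.2 line, and the median of ribosomal protein genes was 0.62 higher in the 16p11.2 line. The paper does not describe a comparison of the lines, and line, strain and any batch cannot be told apart in it. Against this difference the log2 fold changes correlated with an r of -0.484 in 3g males and -0.518 in 16p11.2 males, so each male comparison moved from the 16p11.2 toward the 3g profile. Without 3g wt male 17 the r of 3g males was 0.181, and without 16p11.2 del/+ male 4 that of 16p11.2 males was -0.176. The Pearson r between the males fell from 0.387 to -0.013 without 3g wt male 17, which argues against an effect of genotype common to the males of both lines as the whole cause, and to 0.0081 without both libraries. An effect of genotype on part of the genes stays open. At an unadjusted p under 0.05 without both libraries, 27 genes were shared against 21.1 expected (exact hypergeometric test, p = 0.112), and 20 of them had the same direction.

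The lower ribosomal protein genes in the males of both lines may have the same source. The median in 3g males was -0.025 without wt male 17, in place of -0.24, and the median in 16p11.2 males was -0.079 without del/+ male 4, in place of -0.24. Other splits gave a median as far from 0 in 11 of 35 cases in 3g males and 7 of 35 in 16p11.2 males, since any split leaves these libraries on one side. In the lysate RNA of other males the medians were 0.080 in the 3g and 0.029 in the 16p11.2 line, as far from 0 in 4 of 10 and 29 of 35 splits. These values do not decide whether genotype lowers these genes in males, because neither is beyond other splits. A smaller effect of genotype in males stays open.

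In 3g females the median of -0.11 for ribosomal protein genes was reached by 1 of 35 splits (the next largest size was 0.108), and in 16p11.2 females the median of 0.11 was reached by 18 of 35. A shift along the difference between the lines would lower these genes in 3g females only with a negative correlation, and the r of the female fold changes with that difference was 0.348, which argues against it. Fewer counts in the del/+ libraries stay open, as the highest del/+ female total, 36821127, is below the lowest wt female total, 42289823, so depth and genotype cannot be told apart. An effect of genotype in females is a further hypothesis.

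Of the 7 genes outside the deleted region called in 16p11.2 females, Gm9855 (log2 fold change 5.99), Gm15920 (4.81), Gm44677, Cfap54 and Tdg were not called in males by edgeR with the filter, and 4 of the 5 had overlapping del/+ and wt values in 16p11.2 males. For these 4 this is in line with alleles that vary between animals of the line whatever the genotype. Gm44677 was called in males by DESeq2 and by edgeR without the filter, and its del/+ males (0.147 to 1.53 CPM) all lay above the 16p11.2 wt libraries (at most 0.0851 CPM), which argues against such alleles for it. For the 4, wt males 1 to 3 of this line lay on the side of del/+ females, as did del/+ males 2 to 4. The levels of del/+ male 1 and wt male 4 lay on the side of wt females. Gm15920, for example, was at 10.2 to 20.8 CPM in wt males 1 to 3 and 0.367 in del/+ male 1. It was at 8.62 to 13.6 CPM in del/+ and 0.312 to 0.488 CPM in wt females. This argues against the deletion as the only cause of these levels. An effect of the deletion in females beside such alleles stays open. The genotype by sex interaction, which looks for such a difference, was called for 0 of 18870 genes by edgeR and for 3 by DESeq2. Without the filter on low counts the smallest adjusted p of edgeR's interaction test was 0.117, that of Gm15920.

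In ribosome footprints the median log2 fold change of ribosomal protein genes was 0.040 in 3g males (51 genes), as far from 0 in 9 of 10 splits, and -0.0063 in 16p11.2 males (35 genes), as far from 0 in 32 of 35. For translational efficiency it was -0.013 in the 3g line, reached by 8 of 10 splits, and -0.088 in the 16p11.2 line, reached by 18 of 35. The camera p, adjusted over these 4 tests and the 2 of lysate RNA, was 0.923 in each. For translational efficiency in 3g males edgeR called 0 of 15137 genes (1161 at an unadjusted p under 0.05, 26 by DESeq2), which 10 of 10 splits reach because the count is 0, so the splits say nothing about it. With the animal as replicate block 10 genes were called, as many as in 1 of 10 splits, the real one, where 10 splits cannot give a share under 5%. The median was -0.060 in 3g footprints without wt animal 3, 0.11 in 16p11.2 footprints without wt animal 1, and 0.064 in 16p11.2 translational efficiency without del/+ animal 3. In the 16p11.2 lysate RNA it was -0.036 without wt animal 3. In the lysate RNA of 3g males Sez6l2 had a log2 fold change of -0.53 (adjusted p = 0.109, edgeR) and was called by DESeq2, Taok2 had one of -0.11 (adjusted p = 0.962, edgeR) and Mvp one of -0.067 (adjusted p = 0.987, edgeR). In 16p11.2 males they had -1.38 (adjusted p = 0.000983, edgeR), -1.04 (adjusted p = 0.00155, edgeR) and -1.46 (adjusted p = 0.0767, edgeR), and DESeq2 called all 3.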
